# Evidence against tetrapod-wide digit identities and for a limited frame shift in bird wings

**DOI:** 10.1038/s41467-019-11215-8

**Published:** 2019-07-19

**Authors:** Thomas A. Stewart, Cong Liang, Justin L. Cotney, James P. Noonan, Thomas J. Sanger, Günter P. Wagner

**Keywords:** Evolutionary developmental biology, Limb development

## Abstract

In crown group tetrapods, individual digits are homologized in relation to a pentadactyl ground plan. However, testing hypotheses of digit homology is challenging because it is unclear whether digits represent distinct and conserved gene regulatory states. Here we show dramatic evolutionary dynamism in the gene expression profiles of digits, challenging the notion that five digits have conserved developmental identities across amniotes. Transcriptomics shows diversity in the patterns of gene expression differentiation of digits, although the anterior-most digit of the pentadactyl limb has a unique, conserved expression profile. Further, we identify a core set of transcription factors that are differentially expressed among the digits of amniote limbs; their spatial expression domains, however, vary between species. In light of these results, we reevaluate the frame shift hypothesis of avian wing evolution and conclude only the identity of the anterior-most digit has shifted position, suggesting a 1,3,4 digit identity in the bird wing.

## Abstract (web summary)

The homology of digits across amniotes is debated. Here, the authors compare the developmental transcriptomes of digits across five divergent amniotes and show high evolutionary dynamism in expression profiles, with conservation of a distinct developmental identity only in the anterior-most digit.

## Introduction

Limbs evolved from paired fins in the Late Devonian, and early tetrapods possessed more than five digits on the fore- and hindlimbs^1,2^. Later in the tetrapod stem, a pentadactyl pattern stabilized as the ground plan for the limb. Individual digits are homologized between species and between fore- and hindlimbs in reference to this pentadactyl ground plan^3^. However, it remains controversial whether such hypotheses of identity correspond to distinct developmental programs among the digits (developmental identities), or just the relative position of digits along the limb’s anteroposterior axis (positional identities)^4–7^. Below we use the symbols D1, D2, etc. to indicate positional identities from anterior (thumb) to posterior in the pentadactyl ground plan, rather than to indicate developmental identities.

The idea that digit homology corresponds to developmental identity is based upon several assumptions. First, that a digit’s morphology reflects the expression of effector genes that control cell proliferation, differentiation, and matrix deposition (i.e., the genes that realize the digit during development). Second, that the expression of these effector genes is caused by the differential expression of genes controlling cell–cell signaling and gene transcription (i.e., signaling and transcription factor genes). Therefore, based on the observation of stable, digit-specific morphologies in development and evolution, it is predicted that individual digits will have distinct transcription factor and signaling gene expression profiles. Studies aiming to test for homology of developmental identity predict that the identities were present in a common ancestor and are conserved, detectable through comparative study of transcription factor and signaling gene expression profiles, in descendent lineages.

The anterior-most digit (D1) (e.g., human thumb) appears to have a distinct developmental identity in amniotes as compared with the more posterior digits (D2–D5). D1 is marked by a unique gene expression profile—low expression of *HoxD11* and *HoxD12* and high expression of *Zic3* relative to other digits^7–9^—and it appears able to develop independently of *Shh* signaling^9–11^. In addition, analysis of morphological variation in primates identified a high degree of variational independence of D1 relative to the more posterior digits^12^. Models of posterior digit identity have been proposed according to the relative exposure of limb bud mesenchymal cells to *Shh*, which emanates from the zone of polarizing activity prior to digit condensation^10,11^. However, broadly conserved marker genes for individual posterior digits have not been identified in the interdigital mesenchyme, the signaling center that patterns digits^13,14^. For instance, while the combinatorial expression of *Tbx2* and *Tbx3* is necessary to generate the phenotypes of D3 and D4 in chicken hindlimb^15^, it is questionable whether these developmental identities are conserved in other species, like mouse, with limited morphological differentiation of the posterior digits.

Debates of digit homology are especially challenging to resolve when limbs have fewer than five digits. This problem has been most actively investigated in the tridactyl avian wing, because of the appearance of a conflict between paleontological and developmental data^16^. The fossil record of theropod dinosaurs shows a clear pattern of reduction of the posterior two digits in the lineage leading to birds, yet digits in the wing have been described as developing in the middle three positions of a pentadactyl developmental ground plan^17–22^. To explain this discrepancy, the frame shift hypothesis was proposed^16^. It posited that a homeotic shift occurred in the avian stem such that the developmental programs that were once expressed in D1, D2, and D3 are now executed in the digits that develop in positions D2, D3, and D4, respectively. Comparative analyses of gene expression have found support for this hypothesis: in situ hybridization and transcriptomics have revealed similarity between the anterior digit of the adult avian wing, which develops in position D2, and D1 of other limbs^7,23^, and cells in the zone of polarizing activity do not contribute to the skeletal tissues of the digits of the adult avian wing, a pattern consistent with digit D1–D3 of other limbs^24,25^.

Analyses of developmental identity of digits tend to focus on either *Shh* expression and signaling in the limb bud prior to digit condensation or gene expression in the interdigital mesenchyme after digit condensation. In this paper, we follow the latter approach. Although *Shh* signaling determines the number of digits formed and initiates the development of differences between digits, the execution of digit-specific developmental programs continues long after the *Shh* signal has ceased. Dahn and Fallon^13^ demonstrated in the chicken hindlimb that genes expressed in the interdigital mesenchyme regulate digit-specific morphologies, including the number of phalanges. Subsequent work in the chicken hindlimb showed that this signaling, in the phalanx-forming region, is active between stages 27 and 30^14^. In addition, we follow the latter approach because we allow the possibility that in digits developmental identity can be decoupled from digit position.

Here we present comparative transcriptomic data, analyzing developing digits, and their associated posterior interdigital mesenchyme in five species to test hypotheses of digit identity in amniotes. We report a surprising diversity of regulatory gene expression profiles of digits between species. Analyses further reveal a core set of transcription factor genes differentially expressed among digits and suggest an alternative model for the evolution of the bird wing.

## Results

### Disparity in digit expression profiles

To characterize the gene expression profiles of digits in pentadactyl amniote limbs, we sequenced RNA of developing digits and their associated posterior interdigital mesenchyme from the forelimbs of mouse, green anole (*Anolis*), and American alligator (Fig. 1a). 

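The mouse set holds 15 libraries and the *Anolis* set 15, with 3 replicates of each of the 5 digits in both. The alligator set holds 29 libraries, with 3 replicates of each digit at stages 18 and 19.5 except D3 at stage 18, which has 2. A mouse or alligator replicate is a pool of 5 digits. The pools of one species and stage were drawn from the embryos of a single mouse litter or a single alligator nest. The spread between the pools therefore leaves out the variation between litters or nests. Left and right digits of these embryos were put together before the pools were drawn, so the pools of a digit can share embryos. Their spread does not measure the variation between single embryos either. *Anolis* embryos were not siblings. The authors deposited the number of 75 bp reads that they counted on each gene with HTSeq, as whole numbers without normalization. Counting was restricted to the strand of the gene for alligator and, by reference to it, for mouse, while the counting of *Anolis* reads is not described in the paper's text. Total counts on genes range from 21512111 to 55262476 per library in mouse, with a median of 32303926, and from 14125497 to 25367249 in *Anolis*, with a median of 18547538. In alligator they range from 2709519 to 33197560, with a median of 23046438. The lowest total is that of replicate 2 of D1 at stage 18, and the next lowest, 13525085, is that of replicate 1 of D3 at the same stage. The 100 most abundant genes take between 38.0% and 52.6% of the counts of an *Anolis* library.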

In each of these species, hierarchical cluster analysis (HCA) and principal component analysis (PCA) of the transcriptomes shows a weak signal of sample clustering by digit (Supplementary Fig. 1). 

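Clustering of the libraries was measured over all genes with a count, 29765 in mouse, 22557 in alligator and 19033 in *Anolis*, on the square root of counts scaled to a common library size (CPM). Transcript lengths were not used here. In mouse, the mean Pearson correlation is 0.996 between libraries of the same digit and 0.994 between libraries of different digits, a difference of 0.00204 (exact permutation test over the 1401400 partitions into groups of the same sizes, one-sided p = 3.29e-04). The difference is 0.00436 in alligator at stage 18 (exact p = 3.34e-04) and 0.00429 at stage 19.5 (exact p = 1.50e-05). In *Anolis* the correlation within a digit, 0.979, is lower than that between digits, 0.981 (difference -0.00249, exact p = 0.855). With 1 library left out, this *Anolis* difference runs from -0.00345, without replicate 3 of D5, to -2.41e-04, without replicate 1 of D3. Among the alternative settings, regressing out the first principal component moved a difference most. It brought the *Anolis* value to 5.23e-04 (exact p = 0.308). The 2 replicates of alligator D3 at stage 18 correlate at 0.982 with each other and on average at 0.987 with the other digits of that stage. The first principal component carries 28.2% of the variance in mouse, 27.7% in alligator after centring each stage on its mean, and 40.8% in *Anolis*.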

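Average-linkage clusters of the same values were drawn again from 1000 bootstrap samples of the genes. In mouse, the 3 libraries of D1 form a cluster in 100% of the samples, and those of D2, D3, D4 and D5 in 0%. In alligator, with each stage centred on its mean, the 6 libraries of D4 form a cluster in 53.4% of the samples and the other digits in 0%. Without the centring, D4 also falls to 0%. In *Anolis* each digit forms a cluster in 0%. Mouse D1 also differs most from the remaining digits in mean correlation (0.996 within D1 and 0.992 with other digits).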

The strongest signals of digit-specific expression profiles are observed in D1 of mouse and D4 of the alligator. Groupings of the other digit samples are not well supported. We hypothesized that this result might imply that any signal of gene expression differentiation among digits is overwhelmed by noise when all genes are considered, because most genes are likely irrelevant to the developmental identity of digits. If such a signal exists, we predict that it will be reflected preferentially in the expression of transcription factor and signaling genes. Therefore, we again performed HCA and PCA on the samples of each species, this time using two gene lists: a curated set of known limb patterning genes that are sensitive to *Shh* signaling (*N* = 159)^26^, and transcription factor genes (*N* = 2183)^27^.

**Fig. 1:**
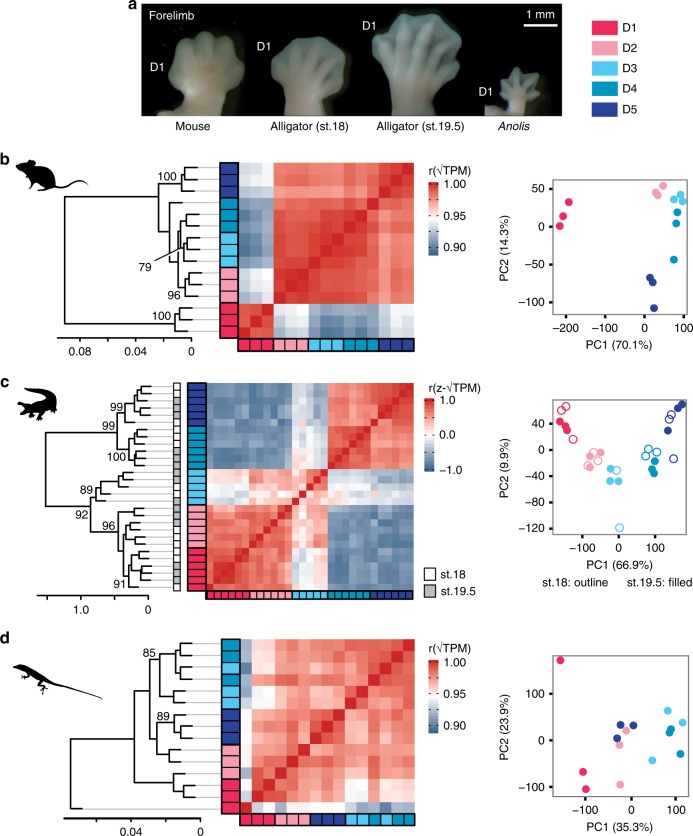
Pentadactyl amniote limbs have disparate patterns of genetic differentiation of digits. **a** Photographs of right forelimbs at the stages sampled, dorsal perspective. Analyses of limb patterning genes show that in **b** mouse and **c** alligator, replicates of each digit form clusters, indicating that the digits have distinct gene expression profiles. By contrast, **d** *Anolis* digits do not show clear differentiation of gene expression profiles. Alligator illustration reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning without modification (license [https://creativecommons.org/licenses/by/3.0/])

In mouse and alligator, HCA and PCA of known limb patterning genes result in clustering of samples by digit (Fig. 1b, c). In mouse, D1 is strongly differentiated from the other digits. In alligator, an anterior cluster, comprised of digits D1, D2, and D3, is differentiated from a posterior cluster, comprised of D4 and D5. By contrast, analysis of known limb patterning genes in *Anolis* shows weak clustering of samples by digits (Fig. 1d). This suggests a level of homogeneity among *Anolis* digits that is not observed in either mouse or alligator. 

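The list of transcription factors holds 1838 mouse and 1455 alligator genes. The *Anolis* list used here is incomplete. With the transcription factors that have a count (1749 genes), the correlation within mouse digits exceeds that between digits by 0.00626 (exact permutation test as for the full transcriptomes, p = 3.14e-05). The excess is 0.00566 in alligator at stage 18 (exact p = 5.98e-04) and 0.00344 at stage 19.5 (exact p = 1.93e-05), over 1450 genes. In *Anolis*, over 1417 genes, it is 0.00116 (exact p = 0.214). This *Anolis* value is the one that depends on the scale, reaching 0.00205 (exact p = 0.0483) with log2(CPM + 1) and 0.00237 (exact p = 0.0335) with Spearman correlations. Without replicate 1 of *Anolis* D3 it is 0.00318. In the bootstrap samples of mouse, D1 forms a cluster in 100%, D2 in 62.2%, D3 in 50.9%, D4 in 0% and D5 in 9.20%. The highest value in alligator is 25.6% for D4, and the highest in *Anolis* is 0.400% for D5. With the first principal component of *Anolis* regressed out, D5 forms a cluster in 35.8% and each other digit in 0%. The clusters of D4 with D5 and of D1 with D2 and D3 are not in the alligator tree of transcription factors. Limb patterning genes were not analysed here.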

Analysis of all transcription factors for these species yields comparable results to what is recovered for limb patterning genes, but with generally lower adjusted uncertainty values in HCAs (Supplementary Fig. 2).

To further test the hypothesis that there is limited gene expression differentiation among *Anolis* digits as compared with the other pentadactyl limbs sampled, we took advantage of a result from multiple testing theory:^28^ If a differential expression analysis is conducted on two sample types that are not genetically differentiated, then the resultant frequency distribution of *p* values will be uniform within the [0, 1] interval. On the other hand, if there are truly differentially expressed genes among the compared sample types, then the *p* value distribution is expected to be biased toward *p* = 0. We conducted differential expression analyses of adjacent digits of the forelimbs of mouse, alligator, and *Anolis* using EdgeR^29,30^ and inspected *p* value distributions (Fig. 2). 

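Adjacent digits were compared with edgeR's quasi-likelihood test after TMM normalization, with all digits of a species in the same model. The filter of edgeR on low counts left 18047 genes in mouse, 17065 in alligator and 14122 in *Anolis*. The alligator model has a term for stage, and the *Anolis* model has the first principal component as a covariate, as in the paper. The likelihood ratio test that the paper names was run as an alternative. Counts were simulated with the means and dispersions of each species, each gene drawn independently. In these, 200 of the better expressed genes differed by a log2 fold change of 1.00. At an FDR threshold of 0.05 the quasi-likelihood test recovered 149 in mouse, 192 in alligator and 51 in *Anolis*. It also called 8, 10 and 4 genes that did not differ. For *Anolis* the dispersions were those with the first principal component in the model (mean 0.133). Variation that many genes share was not simulated, so these numbers do not cover it.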

In *Anolis*, all comparisons of adjacent digits result in *p* value distributions that are close to uniform, suggesting that there is very weak, if any, genetic differentiation of adjacent fingers. 

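Without any difference, 5% of the p values would lie under 0.05. In *Anolis* the share is 4.60% between D1 and D2 (649 of 14122 genes), 5.05% between D2 and D3, 3.03% between D3 and D4, and 4.79% between D4 and D5. Single libraries move the middle comparisons most. Without replicate 1 of D3, 16.9% of the p values lie under 0.05 between D2 and D3 and 14.8% between D3 and D4, and both shares are lowest without replicate 3 of D3 (2.35% for the former). Without replicate 1 of D1 the share between D1 and D2 is 2.09%, and without replicate 2 of D1 it is 7.85%. From p value distributions close to uniform, the paper proposes that genetic differentiation of adjacent *Anolis* fingers is very weak or absent.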

We note that this result is independent of any *p* value significance threshold or false discovery correction method. By contrast, most of adjacent pairwise digit comparisons for mouse and alligator show a strongly biased *p* value distribution, the exception being D2 and D3 in mouse. This is consistent with the idea that, in general, most digits in a limb are genetically differentiated, while in *Anolis* genetic differentiation of digits is minimal or absent.

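In mouse, 18.3% of the p values lie under 0.05 between D1 and D2 (3303 of 18047 genes), 2.70% between D2 and D3, 10.7% between D3 and D4 and 14.3% between D4 and D5. The share between D2 and D3 is 6.55% when these digits are fitted without the others. In alligator the shares are 13.7%, 9.94%, 16.0% and 18.7% in the same order, of 17065 genes. Fitted by stage, the share between alligator D2 and D3 is 16.1% at stage 18 and 5.39% at stage 19.5. Leaving out replicate 1 of D3 at stage 18 lowers it to 5.86%. In mouse, the share between D3 and D4 is 6.81% without replicate 1 of D3, and that between D4 and D5 is 9.46% without replicate 3 of D4.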

**Fig. 2:**
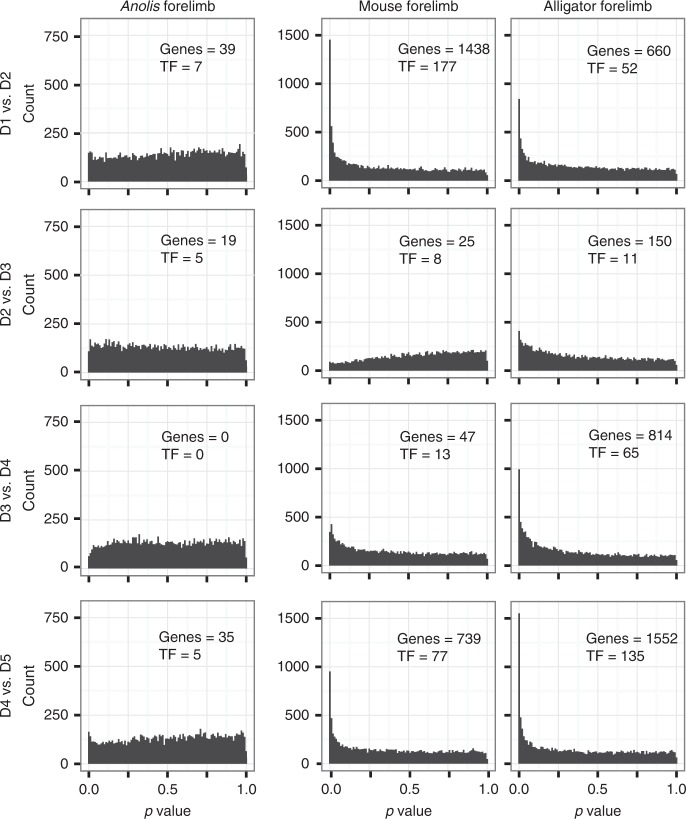
Differential expression analyses suggest homogeneity among *Anolis* digits. Histograms show the distribution of *p* values from differential expression analyses of adjacent digits. In *Anolis*, *p* value distributions that are close to uniform, indicating very weak genetic differentiation of adjacent fingers. Mouse and alligator, on the other hand, generally show strongly biased *p* value distributions. The number of genes that are identified as differentially expressed at an FDR threshold of 0.05 are noted in each panel as “genes,” and the number of transcription factors among these are noted in each panel as “TF.”

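At an FDR threshold of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1141 genes differ between D1 and D2 of mouse, 643 higher and 498 lower in D2. Between D2 and D3, 9 genes differ, 2 higher and 7 lower in D3. Between D3 and D4, 5 genes differ, 4 of them higher in D4, and between D4 and D5, 416 genes differ, 130 higher and 286 lower in D5. In alligator the numbers are 534 between D1 and D2 (120 higher in D2), 66 between D2 and D3 (31 higher in D3), 657 between D3 and D4 (366 higher in D4) and 1385 between D4 and D5 (700 higher in D5). In *Anolis*, 7 genes are higher in D2 than in D1, 1 is higher in D3 than in D2, and 5 are lower in D5 than in D4. No gene passes the threshold between D3 and D4 of *Anolis*, where 428 have an unadjusted p value under 0.05. The numbers of transcription factors in the same order of comparisons are 138, 3, 3 and 43 of 1590 tested in mouse and 42, 7, 50 and 119 of 1339 in alligator. With p values adjusted over the list alone they are 164, 5, 7 and 45 in mouse and 46, 8, 50 and 125 in alligator. The alternative that moves a number most is the absence of a filter, which gives 217 genes between D3 and D4 of mouse.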

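Single libraries change several of these numbers. Between D4 and D5 of mouse, 987 genes differ without replicate 1 of D4 and 119 without replicate 3 of D4. Between D1 and D2 of mouse, 682 genes differ without replicate 2 of D2. Without replicate 3 of mouse D2, 4 genes differ between D2 and D3, and without replicate 2 of mouse D3, 3 genes differ between D3 and D4. In alligator, 321 genes differ between D1 and D2 without replicate 1 of D1 at stage 19.5. Between D2 and D3, 32 differ without replicate 2 of D3 at stage 18 and 149 without replicate 2 of D3 at stage 19.5. In *Anolis*, leaving out any 1 of the 6 libraries leaves 4 genes between D1 and D2. Between D2 and D3 of *Anolis* 2 genes differ without replicate 1 of D3 and 0 in the other 5 fits, and between D3 and D4 3 genes differ without that library. Between D4 and D5 of *Anolis* the number falls to 1 in 4 of the fits, one of them without replicate 2 of D4, and to at most 4 in the others. The genes that differ where few do were named after their values were seen. Between D2 and D3 of mouse they include *Tbx5*, *Tbx3*, *Hand1* and *Zfp503*, and between D3 and D4 *Tbx2*, *Hand1*, *Hand2*, *Zfp503* and *Cntfr*. In *Anolis*, *Hoxd11*, *Hoxd12* and *Tbx15* differ between D1 and D2, *Hoxd11* between D2 and D3 (log2 fold change 2.86, SE 0.37), and *Tbx15* between D4 and D5. The other 4 *Anolis* genes of the first comparison and 4 of the last have no symbol in the lists used here.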

Given that these three limbs differ in their broad patterns of gene expression differentiation of digits, we next asked whether individual genes show divergent or constrained expression patterns across the forelimb in the different species. Specifically, we compared adjacent digits, identified differentially expressed transcription factor genes, and then assessed which differences are shared among mouse, alligator, and *Anolis*. 

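Mouse and alligator have lists of transcription factors of the size that the paper gives. For each comparison, the listed genes past the threshold with the largest log2 fold changes (second digit relative to first) were taken. Between D1 and D2 of mouse they are *Rfx4*, lower in D2 with 0 to 4 counts per library against 27 to 184 in D1, and *Nr0b1*, for which D1 has 0 counts and D2 3 to 14, at least 2.21-fold higher in D2. *Hand1* falls across the mouse digits, from 181 to 281 counts per library in D2 to 47 to 57 in D3 and 12 to 23 in D4 (log2 fold change -2.16, SE 0.23, from D3 to D4). D5 has no *Hand1* count, and *Hand1* is at least 5.22-fold lower there than in D4. *Sim1* is also lower in D5 (-4.63, SE 0.34). In alligator, *Pitx1* rises from D1 to D2 (1.82, SE 0.32) and falls from D3 to D4 (-2.01, SE 0.30), where *Rax* also falls (-1.94, SE 0.26). *Hoxc11* is higher in D3 than in D2 (2.86, SE 0.42, 0 to 29 counts in D2). Between D4 and D5, *Hmx1* falls (-3.27, SE 0.39). Each of these differences has an adjusted p between 5.71e-07 and 0.0322 (edgeR's quasi-likelihood test). The call of *Nr0b1* is lost in 4 of the 6 fits that leave out 1 library, for example without replicate 1 of D2, and that of *Hoxc11* is lost at stage 19.5 alone. Both the call of *Hand1* between D3 and D4 and that between D4 and D5 are lost with only the digits compared in the fit. The remaining genes of this group are *Tbx2*, *Tbx3* and *Alx1*.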

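The overlap was counted for the 1173 transcription factors with 1 identifier in mouse and 1 in alligator that were tested in both. Between D1 and D2, 109 differ in mouse, 39 in alligator and 14 in both, where 3.62 are expected by chance (exact hypergeometric test, one-sided p = 3.31e-06). Of these, 11 change in the same direction. In both species, 1 gene differs between D2 and D3 and 2 genes between D3 and D4. Orthology to *Anolis* was taken from symbols with 1 *Anolis* identifier in the list, which is incomplete, so no overlap was tested with *Anolis*. Of the 14 genes shared between D1 and D2, 11 have such an identifier. Among these, 2 pass the threshold in *Anolis* (3 with the likelihood ratio test), 5 have an unadjusted p value under 0.05, and 9 change in the same direction as in mouse. The number shared between mouse and alligator D1 and D2 is 22 when the digits compared are fitted without the others, 5 with the stage 18 libraries alone, and 9 without replicate 1 of alligator D1 at stage 18.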

Of the 1133 transcription factor genes that are one-to-one orthologs in these three species, only four genes are differentially expressed in a conserved pattern among corresponding adjacent digits (Fig. 3). 

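*Hoxd11* lies on chromosome 2 of GRCm38 from 74679557 to 74687016 and *Hoxd12* beside it from 74675013 to 74677705. The identifiers of *Hoxd11* are ENSMUSG00000042499 in mouse, AMISG001994 in alligator and ENSACAG00000007282 in *Anolis*. In mouse its expression is 9.73 ± 4.48 CPM (SD, n = 3) in D1 and 156 ± 12.5 CPM in D2, a log2 fold change of 3.99 (SE 0.20, edgeR adjusted p = 2.40e-09). In alligator the log2 fold change is 1.00 (SE 0.10, edgeR adjusted p = 2.57e-07), with the stages fitted together. In *Anolis* it is 4.56 (SE 0.51, edgeR adjusted p = 0.00313), with 1 to 8 counts per library in D1 and 42 to 108 in D2. *Hoxd12* (ENSMUSG00000001823, AMISG001995 and ENSACAG00000017914) changes by 4.46 (SE 0.20, edgeR adjusted p = 4.58e-10) in mouse and 0.72 (SE 0.18, edgeR adjusted p = 0.0192) in alligator. In *Anolis* D1 it has 1 or 2 counts per library, against 13 to 18 in D2, and is at least 4.88-fold higher in D2 (edgeR adjusted p = 0.0314). That call of *Hoxd12* is lost when any 1 of the 6 libraries is left out, for example without replicate 1 of D1, without the first principal component, with only D1 and D2 in the fit, and with the replicate block. The alligator call of *Hoxd12* is lost with stage 18 alone (0.84) and in 3 of the 12 fits that leave out 1 library, and the *Anolis* call of *Hoxd11* with only D1 and D2 in the fit (4.69).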

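*Sall1* lies on chromosome 8 of GRCm38 from 89027235 to 89044162 (ENSMUSG00000031665, AMISG018841 and ENSACAG00000014399). It is lower in D2 than in D1 by a log2 fold change of -0.59 (SE 0.13, edgeR adjusted p = 0.00726) in mouse and -0.26 (SE 0.06, edgeR adjusted p = 0.0112) in alligator, where the call is lost with stage 18 alone (-0.32) and with stage 19.5 alone (-0.21). In *Anolis* its expression is 45.5 ± 10.6 CPM (SD, n = 3) in D1 and 17.4 ± 2.70 CPM in D2. The log2 fold change of -1.38 (SE 0.31, unadjusted p = 4.50e-04 from edgeR) has an adjusted p of 0.265 with the quasi-likelihood test, 0.0137 with the likelihood ratio test and 0.00725 with DESeq2. *Tbx15* lies on chromosome 3 of GRCm38 from 99240381 to 99354259 (ENSMUSG00000027868, AMISG022083 and ENSACAG00000008131). From D4 to D5 it falls by a log2 fold change of -2.95 (SE 0.22, edgeR adjusted p = 1.44e-06) in mouse, -0.53 (SE 0.09, edgeR adjusted p = 1.31e-04) in alligator and -2.89 (SE 0.25, edgeR adjusted p = 8.45e-05) in *Anolis*. For *Tbx15* the alligator call is lost with the stage 18 libraries alone (-0.43). In *Anolis* D5 the expression of *Tbx15* is 15.1 ± 1.87 CPM (SD, n = 3), against 108 ± 8.77 CPM in D4. No gene named here has a stage by digit interaction in alligator past the threshold, the lowest adjusted p being 0.106 for *Hoxd11*.

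**Figure D1:**
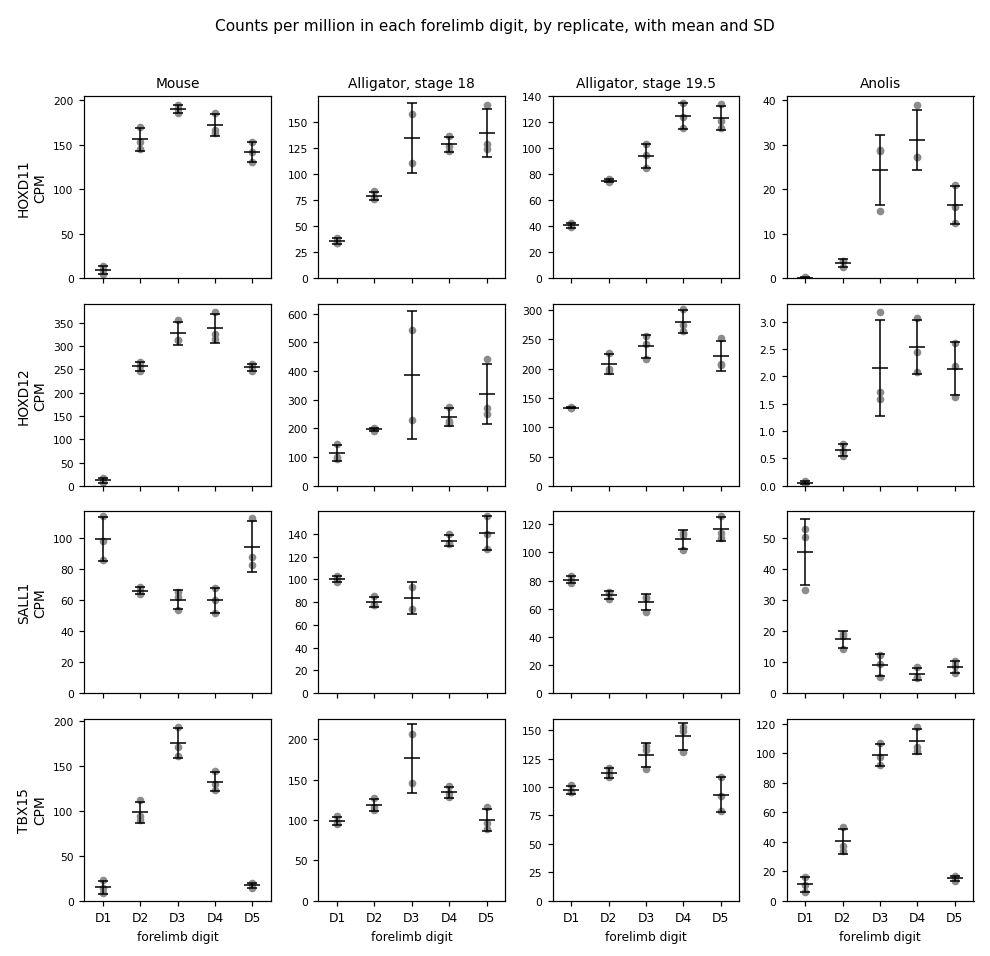
Expression of *Hoxd11*, *Hoxd12*, *Sall1* and *Tbx15* in CPM (vertical axes, starting at 0) by digit (horizontal axes) in mouse, alligator at stages 18 and 19.5, and *Anolis*. Grey points are replicates, and the marks with bars are means with SD. *Hoxd11* has the lowest mean in D1 in each set, and *Tbx15* falls from D4 to D5 in each set.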

There are three genes that differentiate D1 from D2 (*Hoxd11, Hoxd12*, and *Sall1)*, and there is one that differentiates D4 from D5 (*Tbx15*) in all three species. 

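Between D2 and D3, *Tbx3* (ENSMUSG00000018604, AMISG014156 and ENSACAG00000000716) is the gene past the threshold in both mouse and alligator. It is lower in D3 in mouse (log2 fold change -0.69, SE 0.11, edgeR adjusted p = 0.0142) and higher in D3 in alligator (0.71, SE 0.13, edgeR adjusted p = 0.00783), where the call is lost with the stage 19.5 libraries alone (0.33) and with only D2 and D3 in the fit (0.71). The mouse call is lost in 4 of the 6 fits that leave out 1 library, for example without replicate 3 of D2. In *Anolis* its log2 fold change is 0.97 (SE 0.67), with 5 to 14 counts per library. Between D3 and D4, *Hand2* (ENSMUSG00000038193, AMISG005944 and ENSACAG00000005500) is higher in D4 in mouse (0.64, SE 0.10, edgeR adjusted p = 0.0143) and in alligator (0.56, SE 0.10, edgeR adjusted p = 7.01e-04). In *Anolis*, where D3 has 8.27 ± 3.34 CPM (SD, n = 3) and D4 has 6.81 ± 0.595, *Hand2* does not pass the threshold (-0.27, SE 0.29, edgeR adjusted p = 0.993). The mouse call of *Hand2* is lost in 4 of the 6 fits that leave out 1 library, for example without replicate 1 of D4, and with only D3 and D4 in the fit (0.63), and the alligator call with stage 18 alone (0.38). The expected numbers of shared genes are 0.0179 and 0.115. With edgeR's quasi-likelihood test, no transcription factor passes the threshold in *Anolis* between D3 and D4, and between D2 and D3 *Hoxd11* alone does. With the likelihood ratio test and with DESeq2, *Alx1*, *Hand2* and *Tbx15* also pass between D2 and D3 of *Anolis*.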

No transcription factors are differentially expressed in all three species between the median digits (i.e., differentiating D2 from D3, or D3 from D4).

**Fig. 3:**
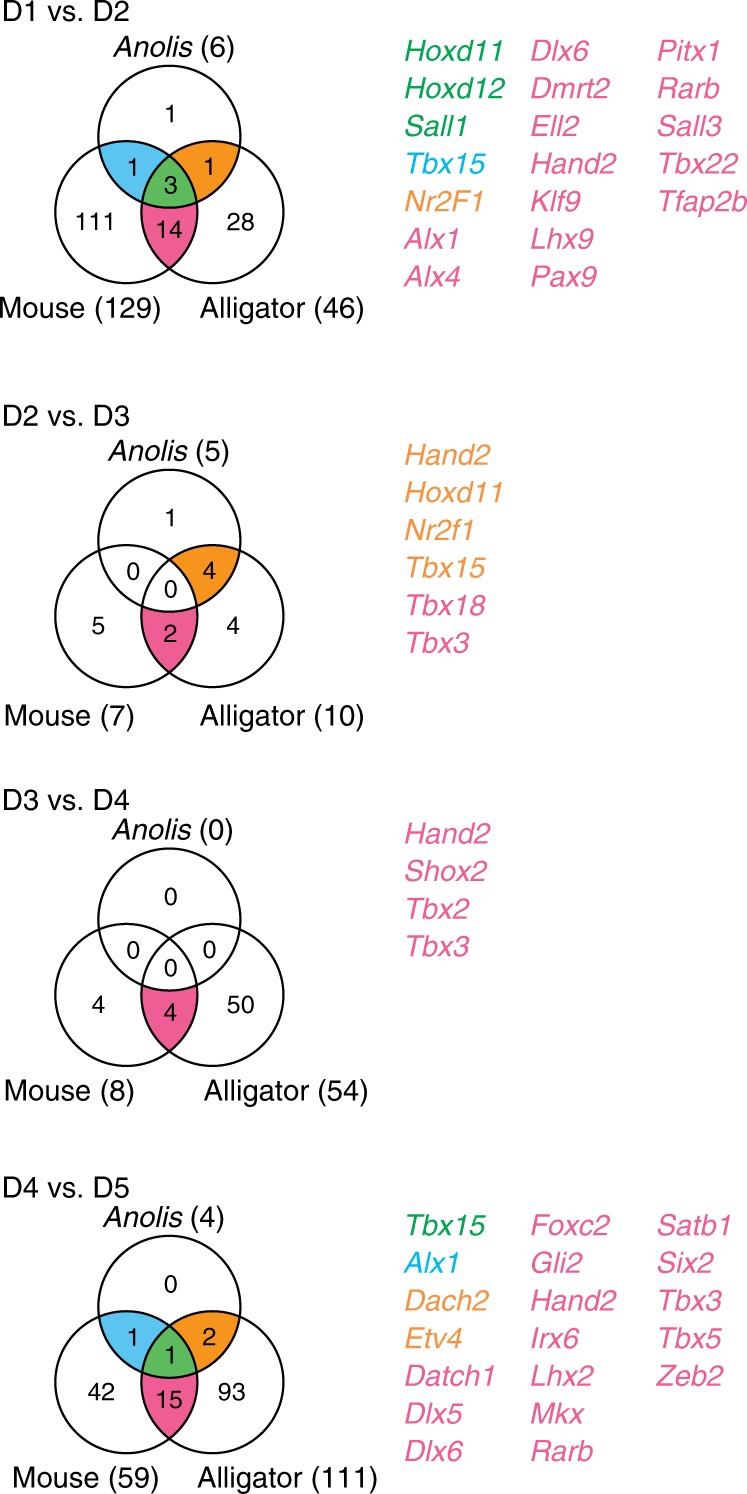
Few genes are differentially expressed at the same position between pentadactyl limbs. Venn diagrams of one-to-one orthologous transcription factors genes for mouse, alligator, and *Anolis* that were identified as differentially expressed between adjacent digits with an FDR threshold of 0.05

If the homogeneity observed among *Anolis* forelimb digits is a derived condition, then this could limit our ability to diagnose plesiomorphic developmental identities. Therefore, we also considered the chicken hindlimb, which has digits D1–D4. We reanalyzed published transcriptomic data for hindlimb digits^7^, mapping reads to a new chicken genome (Galgal5.0)^31^. HCA and PCA of digits of the chicken hindlimb show a unique pattern of similarity as compared with pentadactyl limbs: an anterior cluster, comprised of D1 and D2, is differentiated from the posterior cluster, comprised of D3 and D4 (Supplementary Fig. 3). Similar to alligator, this pattern of correspondence among the digits is stable across the developmental window sampled (st. 28–31). As before, we tested for differential expression in adjacent digits and identified one-to-one orthologous transcription factor genes that are differentially expressed at the same position between mouse and alligator forelimb and chicken hindlimb (Fig. 4a, Supplementary Fig. 4). Of the 1049 transcription factor genes, ten differentiate D1 and D2 (*n* = 10), none distinguishes D2 and D3, and one (*Tbx3*) differentiates D3 from D4 in all three species (Fig. 4a).

**Fig. 4:**
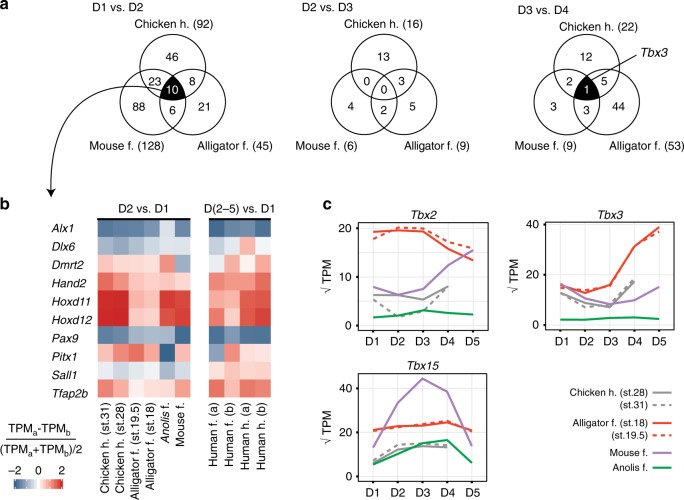
D1 has a unique, conserved gene expression profile across amniotes. **a** Venn diagrams of one-to-one orthologous transcription factors genes of mouse, alligator, and chicken that are differentially expressed between adjacent digits (FDR threshold of 0.05). **b** Heatmap showing relative expression of genes in D2 and D1. Human transcriptomic data provides additional support for the hypothesis that D1 has a conserved developmental identity across amniotes. **c** Expression levels of *T-box* family genes across the autopod. Transcript per million (TPM) values presented in panels **b** and **c** calculated from the gene list of one-to-one orthologous genes between mouse, alligator, *Anolis*, chicken, and human. Source data for panels **b** and **c** are provided as a Source Data file

Overall, data from these four species do not support the hypothesis that amniote digits have conserved developmental identities. The exception appears to be D1, which likely had a distinct developmental program in the most recent common ancestor of amniotes. We further tested whether D1 has a conserved gene expression profile by sequencing RNA from developing human fore- and hindlimb, which were partitioned into D1 and the posterior digital plate (D2–5). Of the ten genes identified above as differentiating D1 and D2, six show conserved patterns of expression change at this position: in all limbs sampled *Hand2, Hoxd11, Hoxd12, and Tfap2b* are more highly expressed in D2 than D1, and *Alx1 and Pax9* are more lowly expressed in D2 than D1 (Fig. 4b).

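The human and chicken samples were not analysed here. *Hand2* is higher in D2 than in D1 by a log2 fold change of 0.58 (SE 0.10, edgeR adjusted p = 0.00107) in mouse and 0.78 (SE 0.10, edgeR adjusted p = 1.36e-05) in alligator. In *Anolis* the difference is 0.66 (SE 0.31, unadjusted p = 0.0460, edgeR adjusted p = 0.999). *Tfap2b* (ENSMUSG00000025927, AMISG016846 and ENSACAG00000005251) rises from 114 ± 8.76 CPM (SD, n = 3) in D1 to 321 ± 9.06 CPM in D2 in mouse (edgeR adjusted p = 3.20e-07) and by a log2 fold change of 0.35 (SE 0.10, edgeR adjusted p = 0.0402) in alligator, where the call is lost in 9 of the 12 fits that leave out 1 library, for example without replicate 1 of D1 at stage 18, with stage 18 alone (0.29) and with the replicate block (0.36). In *Anolis* its difference of 0.40 (SE 0.49) is smaller than its standard error, and is -0.11 without replicate 3 of D2. *Alx1* (ENSMUSG00000036602, AMISG004048 and ENSACAG00000011108) is lower in D2 in mouse (-2.76, SE 0.63, edgeR adjusted p = 0.0117, with 5 to 13 counts per library in D2) and in alligator (-2.73, SE 0.33, edgeR adjusted p = 6.13e-06, with 12 to 18 counts in D2). The mouse call is lost in 3 of the 6 fits that leave out 1 library, among them the fit without replicate 2 of D1, where it is -1.93. In *Anolis* the *Alx1* difference is -0.64 (SE 0.48, edgeR adjusted p = 0.999), with 12.4 ± 4.45 CPM (SD, n = 3) in D1 and 8.23 ± 4.75 CPM in D2. *Pax9* (ENSMUSG00000001497, AMISG019450 and ENSACAG00000001481) falls by -5.21 (SE 0.43, edgeR adjusted p = 7.74e-07) in mouse and -1.32 (SE 0.17, edgeR adjusted p = 2.08e-05) in alligator. In *Anolis* *Pax9* has 0 to 4 counts per library in D1 and 0 or 1 in D2 and was not tested. From genes that separate D1 from D2 in several limbs, and from their scarcity at the other positions, the paper reasons that D1 is the exception among digits whose developmental identities otherwise evolve between lineages.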

T-box family genes are predicted to regulate the identities of posterior digits^15^. Our data provide some support for the hypothesis that this function is conserved across amniotes (Fig. 4c). *Tbx2*, which was previously shown to regulate posterior digit identity in the chicken hindlimb^15^, shows divergent patterns of expression in the posterior digits of other species. 

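*Tbx2* lies on chromosome 11 of GRCm38 from 85832551 to 85841948 (ENSMUSG00000000093, AMISG012556 and ENSACAG00000015414). In mouse it rises from 27.9 ± 4.27 CPM (SD, n = 3) in D3 to 76.8 ± 8.58 CPM in D4 and 122 ± 8.65 CPM in D5. The log2 fold changes are 1.46 (SE 0.13, edgeR adjusted p = 4.41e-05) and 0.66 (SE 0.12, edgeR adjusted p = 0.00894), the latter call being lost in 1 of the 6 fits that leave out 1 library. In alligator, *Tbx2* is lower in D4 than in D3 (-0.76, SE 0.17, edgeR adjusted p = 0.00708), and the difference between D4 and D5 is -0.32 (SE 0.17, edgeR adjusted p = 0.314). The 2 replicates of alligator D3 at stage 18 have 212 and 83.9 CPM, and without replicate 1 the fall from D3 to D4 is -0.44 and does not pass the threshold, nor does it with only D3 and D4 in the fit (-0.77). In *Anolis* no digit has a mean above 1.20 CPM, and a library has 3 to 22 counts in D3 to D5. The *Anolis* differences are -0.74 (SE 0.67) from D3 to D4 and -0.36 (SE 0.69) from D4 to D5. Neither passes the threshold, and the latter is 0.09 without replicate 3 of D5.

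**Figure D2:**
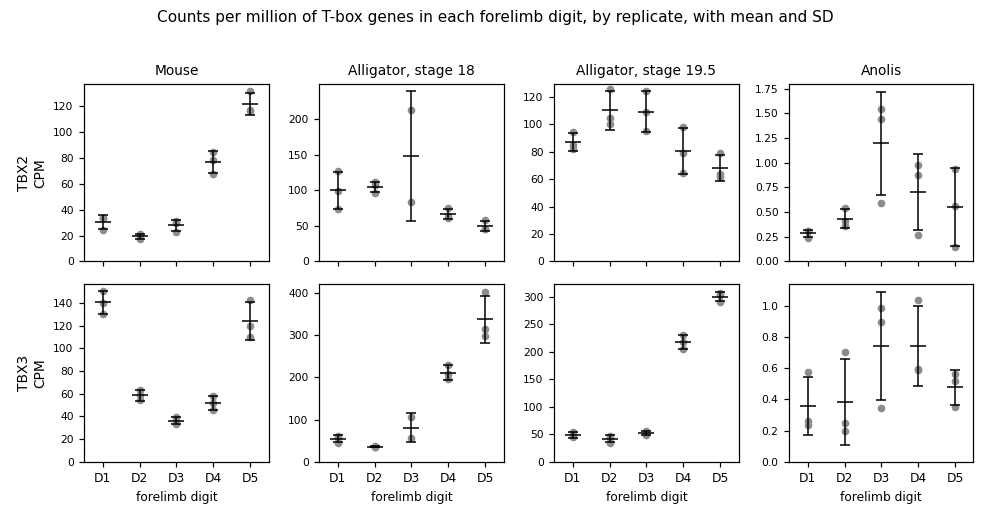
Expression of *Tbx2* and *Tbx3* in CPM (vertical axes, starting at 0) by digit (horizontal axes) in mouse, alligator at stages 18 and 19.5, and *Anolis*. Grey points are replicates, and the marks with bars are means with SD. *Tbx2* rises from D3 to D5 in mouse and falls in alligator, and both genes stay under 2 CPM in *Anolis*.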

*Tbx3* differentiates D3 from D4 in mouse, alligator, and chicken hindlimb, and the likelihood that it was recovered by chance alone is 7.2 × 10^–6^ (binomial test); however, it is not differentially expressed at this position in *Anolis* forelimb. 

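From D3 to D4, *Tbx3* rises from 36.2 ± 2.80 CPM (SD, n = 3) to 51.7 ± 6.41 CPM in mouse, a log2 fold change of 0.52 (SE 0.11, unadjusted p = 1.52e-04 from edgeR). The adjusted p is 0.196 with edgeR's quasi-likelihood test, 0.00632 with its likelihood ratio test and 0.00549 with DESeq2. In alligator the log2 fold change is 1.76 (SE 0.14, edgeR adjusted p = 3.42e-10). In *Anolis* it is -0.02 (SE 0.65, edgeR adjusted p = 1.00), with 7 to 19 counts per library, and its sign changes in 4 of the 6 fits that leave out 1 library, the highest value being 0.34 without replicate 2 of D3. From D4 to D5, *Tbx3* rises by 1.26 (SE 0.11, edgeR adjusted p = 3.83e-06) in mouse and 0.57 (SE 0.12, edgeR adjusted p = 0.00226) in alligator, and the *Anolis* difference is -0.59 (SE 0.66).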

*Tbx15* differentiates D4 from D5 among pentadactyl limbs (Fig. 3), and the likelihood that it was recovered by chance alone is 1.9 × 10^–5^ (binomial test).

Analyses aiming to identify genes that are conserved and differentially expressed at a particular position within the limb (e.g., between D1 and D2 in mouse, alligator, and *Anolis*) can be affected by the threshold stringency of the false discovery rate (FDR). Binomial tests, as presented above, are one means of accounting for this. We present a second strategy for assessing whether genes identified as differentially expressed in one species behave similarly in other species that does not depend on a particular FDR threshold being reached in all species. Specifically, we consider the genes identified as differentially expressed in one species between adjacent digits (e.g., in mouse, 129 transcription factor genes are identified between D1 and D2). Then we ask how expression fold change between the two digits in the original species compares with expression fold change of the same genes and also a set of randomly selected genes of similar expression levels in other species. To make these comparisons, we calculated Pearson’s correlation of the fold changes between the original genes vs. each of the two gene sets (orthologs and random genes) in other species. Results of this approach broadly mirror those described above.

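Fold changes were compared between mouse and alligator for the 1173 tested orthologous transcription factors, across genes, which are not independent replicates. The 109 genes that differ between D1 and D2 of mouse have a Pearson correlation of 0.390 with the log2 fold changes of their alligator orthologs, and 59 of them change in the same direction. In random draws of genes with similar expression, the median correlation is 0.111 and 95% of the draws lie between -0.126 and 0.370 (one-sided permutation p = 0.0160, 0.0742 after Benjamini-Hochberg adjustment over the 6 correlations computed). For the 39 genes that differ in alligator it is 0.466 (permutation p = 0.0371, adjusted 0.0742), with 26 in the same direction. The 7 genes that differ between D2 and D3 of alligator give -0.113 (permutation p = 0.553) and the 45 of D3 and D4 give 0.280 (permutation p = 0.0349, adjusted 0.0742). Between D4 and D5 the correlation is 0.0412 (permutation p = 0.431) for 38 genes of mouse and -0.00346 (permutation p = 0.783) for 104 genes of alligator, although 26 and 73 of them change in the same direction. None of these 6 Pearson correlations passes 0.05 after adjustment. With Spearman correlations the values for D4 and D5 change most, to 0.572 for the mouse genes (unadjusted permutation p = 1.0e-04, the smallest these draws can give) and 0.301 for the alligator genes (permutation p = 0.0107), both past 0.05, so the result for D4 and D5 depends on the type of correlation. That for the D1 and D2 genes of mouse falls to 0.197 (permutation p = 0.0791). Too few genes differ in mouse between D2 and D3, or between D3 and D4, for a correlation from these genes. Fold changes in *Anolis* were not compared in this way.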

Among the pentadactyl limbs sampled, genes differentially expressed between D1 and D2 behave consistently between species and can be distinguished from random genes, and comparisons of the more posterior digits do not clearly distinguish orthologs from random genes, (Supplementary Fig. 5a–d). If chicken hindlimb is considered instead of the *Anolis* forelimb, we again obtain strong support for conserved behavior of genes at the position D1 and D2, weaker support for conserved gene behavior between D2 and D3, and comparisons at the position D3 and D4 do not clearly distinguish orthologs from random genes (Supplementary Figure 5e-g). Thus, testing for genes that are differentially expressed at the same position can recover genes that behave consistently across species (i.e., *Tbx15* between D4 and D5 among pentadactyl limbs, and *Tbx3* between D3 and D4 between mouse, alligator, and *Anolis*), while comparisons of all genes differentially expressed for these species might not show evidence of broadly conserved profiles. Conversely, while we might obtain modest evidence for shared behavior among differentially expressed genes (i.e., between digits D2 and D3 among mouse, alligator, and chicken), there might be no individual genes recovered as differentially expressed among the taxa at that position. However, both types of comparisons between digits D1 and D2 paint the consistent picture that D1 exhibits a shared digit identity across these limbs.

### A core set of digit patterning genes

Given our result that the gene expression profile of digits is evolutionarily dynamic, we next tested whether a conserved set of genes might pattern amniote autopods, albeit in different spatial patterns. Specifically, we reanalyzed transcriptomic data of mouse, alligator and *Anolis* forelimbs and chicken hindlimb, conducting ANOVA to test for genes that were differentially expressed between any two digits in the limb, not just adjacent digits. This analysis recovers genes that are differentially expressed between some digits in the limb, but it does not indicate between which digits a gene is differentially expressed. 

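Tested over all 4 digit coefficients together, 2006 of 18047 genes in mouse, 4330 of 17065 in alligator and 42 of 14122 in *Anolis* differ between some digits (FDR threshold of 0.05, edgeR's quasi-likelihood F test). With the likelihood ratio test the numbers are 2966, 4929 and 287, and the 42 *Anolis* genes are all among the 287. The transcription factors among them are 237 of 1590 in mouse and 346 of 1339 in alligator. Adjusted over the list alone, they are 272 and 346. Leaving out 1 of the 15 *Anolis* libraries gives between 21 genes, without replicate 3 of D4, and 50, without replicate 2 of D2. Without the first principal component as a covariate, 19 *Anolis* genes differ. An unadjusted p value under 0.05 is found for 24.9% of the genes in mouse, 35.4% in alligator and 6.85% in *Anolis*. The number of *Anolis* transcription factors was not counted, since the list is incomplete. Because the depth, the spread between replicates and the number of libraries differ between the species, the numbers of genes are not measures of the same precision.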

The number of differentially expressed transcription factor genes differs greatly among species: 356 in mouse, 377 in alligator, 34 in *Anolis*, and 144 in the chicken hindlimb (FDR < 0.05, Fig. 5a). This is consistent with previous results (above) that showed the *Anolis* forelimb to be more homogeneous than other sampled limbs. Therefore, we focused on transcription factor genes that are one-to-one orthologous between mouse, alligator, and chicken and identified a set of 49 genes that are differentially expressed in these three limbs (Fig. 5b). 

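Chicken was not analysed here. Of the 1173 transcription factors tested in both mouse and alligator, 184 differ between some digits in mouse, 296 in alligator and 108 in both, where 46.4 are expected by chance (exact hypergeometric test, one-sided p = 1.71e-26). Of the 108, 76 have 1 identifier in the *Anolis* list. Among these 7 pass the threshold in *Anolis* (17 with the likelihood ratio test), and 24 have an unadjusted p value under 0.05. The number shared by mouse and alligator is 65 with the stage 18 libraries of alligator alone, and between 93 and 126 when 1 library is left out.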

We call these “conserved differentially expressed genes” (CDEGs). The expected number of overlapping genes among these sets by chance alone is 7.57, and the probability of observing an overlap of 49 genes or more by chance is <10^–6^ (binomial test). Thirteen of the CDEGs are included in the list of limb patterning genes sensitive to *Shh* signaling^26^. To assess whether this gene set is biologically meaningful, we performed HCA and PCA on the samples of each species using the 49 CDEGs. In *Anolis*, we considered the subset (*n* = 42) that are one-to-one orthologs across all four species. In combination, CDEGs can produce unique expression profiles of each digit within a limb (Fig. 5c) and show patterns similar to those generated by analyses of known limb patterning genes (Fig. 1b–d, Supplementary Fig. 3c).

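The CDEGs were chosen by the study on these mouse and alligator libraries, so their clustering in these species is not independent evidence. Over the 49 genes, the mean correlation within mouse digits exceeds that between digits by 0.105 (exact permutation test, p = 7.14e-07, the smallest that the partitions allow). In alligator the excess is 0.0860 at stage 18 and 0.0709 at stage 19.5, with the same exact p. In *Anolis*, over the 40 genes with 1 identifier, it is 0.0660 (exact p = 1.43e-06). In the bootstrap samples the mouse digits form clusters in 100% (D1), 98.8% (D2), 89.6% (D3), 77.5% (D4) and 99.9% (D5). In alligator the values are 96.1%, 53.4%, 29.1%, 98.4% and 98.2%, and the tree holds a cluster of D4 with D5 and a cluster of D1, D2 and D3. In *Anolis* they are 40.7%, 66.1%, 1.20%, 12.8% and 93.0%, and with the first principal component regressed out 22.9%, 49.1%, 0.400%, 2.30% and 86.5%, where D1 no longer forms a cluster in the tree. The first principal component of the list carries 75.1% of the variance in mouse, 61.9% in alligator and 64.7% in *Anolis*. Without centring by stage, D2 of alligator falls to 7.00% and D3 to 0%.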

**Fig. 5:**
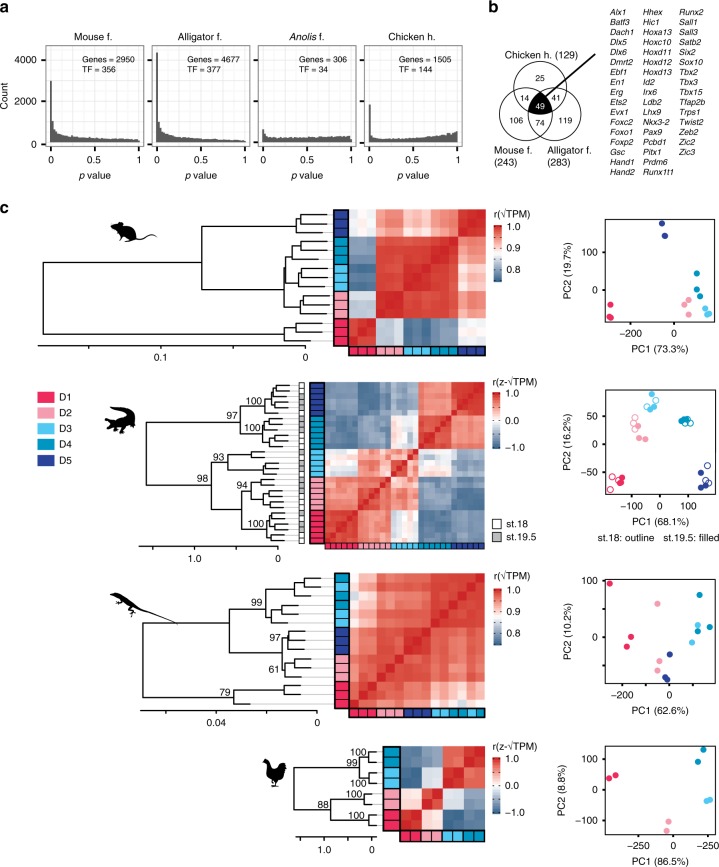
A conserved core set of digit patterning genes in amniotes. **a** ANOVA comparing all combination of digits within limbs. The number of genes identified as differentially expressed at a FDR threshold of 0.05 are noted in each panel as “genes.” The number of transcription factors among these are noted as “TF.” **b** Venn diagram showing one-to-one orthologous transcription factor genes that are differentially expressed across mouse, alligator, and chicken limbs. **c** HCA and PCA show these genes can recover patterns of digit correspondence similar to analyses of limb patterning genes and transcription factors. Alligator and chicken illustrations reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning without modification (license [https://creativecommons.org/licenses/by/3.0/])

Analysis of amniote limbs showed that targeted gene lists generated either experimentally (i.e., known limb patterning genes^26^), by gene ontology (i.e., all transcription factors^27^), or statistically (i.e., 49 CDEGs), can reveal distinct gene expression profiles among digits of a limb, which are not observed in the full transcriptome. The spatial digit expression profiles of these genes, however, is species specific. 

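The number of CDEGs past the FDR threshold of 0.05 (edgeR's quasi-likelihood test) was counted for each comparison of adjacent digits. The list was chosen on the mouse and alligator libraries. In mouse 32 of the 49 genes differ between D1 and D2, 2 between D2 and D3, 3 between D3 and D4 and 18 between D4 and D5. In alligator the numbers are 12, 3, 16 and 25. In *Anolis*, of 35 tested, 3 differ between D1 and D2, 1 between D2 and D3 and 1 between D4 and D5. Between D3 and D4 of *Anolis* 0 pass the threshold and 6 have an unadjusted p value under 0.05. With p values adjusted over the list alone the numbers are 40, 8, 14 and 29 in mouse, 20, 10, 20 and 29 in alligator, and 8, 10, 0 and 6 in *Anolis*. The species were not compared by a test of the difference in fold change.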

In light of these results, we reevaluated the frame shift hypothesis of bird wing origin^16^.

### Reevaluating the frame shift hypothesis

The frame shift hypothesis predicts that the three digits of the adult avian forelimb, which we refer to here as D2, D3, and D4 according to their developmental position^17–22^, will express the developmental programs observed in the digits D1, D2, and D3 of other limbs^16^. This hypothesis was tested previously by analyzing the transcriptomes of chicken fore- and hindlimb digits^7^. That study found correspondence between forelimb D2 and hindlimb D1, consistent with the frame shift hypothesis. However, correspondence of more posterior digits was not detected^7^.

We reanalyzed published transcriptomic data of digits from the chicken forelimb^7^ and compared them to digits of the chicken hindlimb. Surprisingly, when the 49 CDEGs are considered, gene expression profiles of forelimb digits D2, D3, and D4 correspond to hindlimb digits D1, D3, and D4, respectively (Fig. 6a). Analyses of transcription factor genes and known limb patterning genes show a consistent pattern (Supplementary Fig. 6). Similarity between the posterior two digits of the chicken fore- and hindlimb (D3 and D4 in each limb) can also be observed in the expression patterns of numerous individual genes that are known to be involved in the patterning of digits (Fig. 6b).

**Fig. 6:**
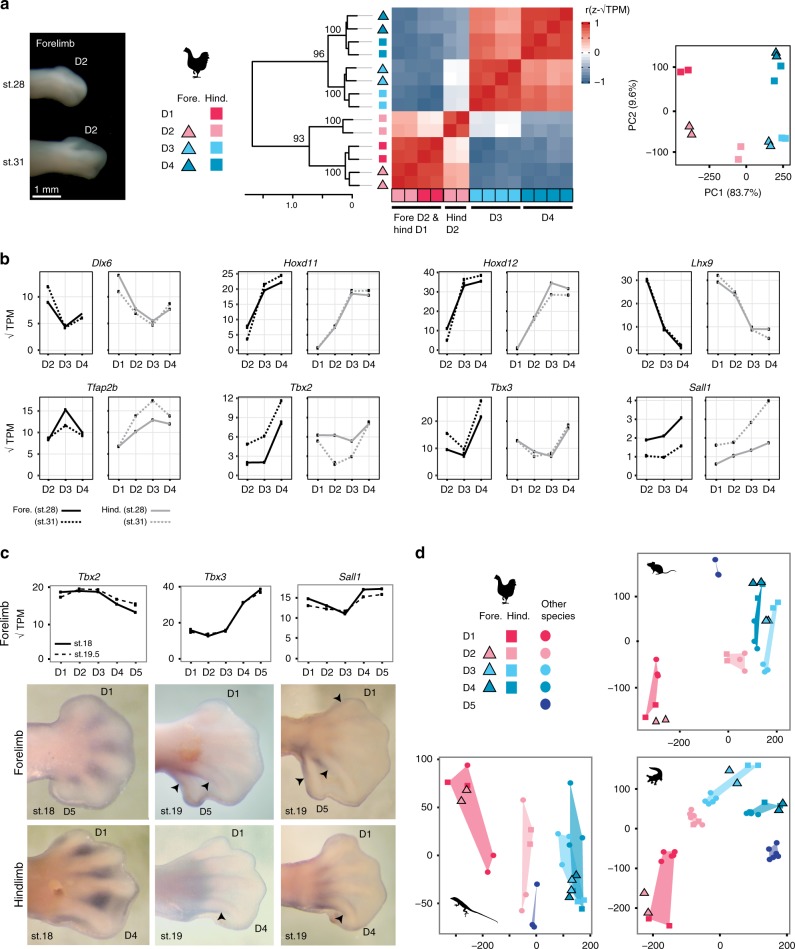
Digits D2, D3, and D4 of the chicken forelimb correspond to D1, D3, and D4 of other limbs. This pattern is observed by **a** HCA and PCA of CDEGs for digits of chicken wing and hindlimb. **b** Expression levels of individual transcription factor genes in chicken. **c** In situ hybridization of alligator embryos confirms that the position of differential expression of transcription factors can be conserved between fore- and hindlimbs that differ in digit number. Arrowheads indicate distal-most expression along a developing digit. **d** Projection of chicken digit data upon PCA of CDEGs for mouse, alligator, and *Anolis*. TPM values shown in panels **b** and **c** calculated from the gene list of one-to-one orthologous genes between mouse, alligator, *Anolis*, chicken, and human. Source data for panel **c** are provided as a Source Data file. Alligator and chicken illustrations reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning without modification (license [https://creativecommons.org/licenses/by/3.0/])

To assess whether spatial gene expression profiles can be conserved between the fore- and hindlimbs of a species, even when they differ in digit number, we performed in situ hybridization in alligator. We evaluated expression of *Tbx2*, *Tbx3*, and *Sall1*, three transcription factor genes identified as differentially expressed between alligator forelimb D3 and D4. 

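In alligator, *Sall1* rises from D3 to D4 by a log2 fold change of 0.73 (SE 0.06, edgeR adjusted p = 3.33e-09). Its expression is 83.6 ± 14.1 CPM (SD, n = 2) in D3 and 134 ± 4.67 CPM (SD, n = 3) in D4 at stage 18, and 64.5 ± 5.70 CPM and 109 ± 6.56 CPM (n = 3 each) at stage 19.5. *Tbx3* has 81.1 ± 34.2 CPM in D3 and 211 ± 17.9 CPM in D4 at stage 18, and 52.3 ± 3.93 CPM and 218 ± 12.1 CPM at stage 19.5. *Tbx2* has 148 ± 90.9 CPM in D3 and 66.7 ± 7.31 CPM in D4 at stage 18. At stage 19.5, where it has 109 ± 14.7 CPM in D3 and 80.6 ± 16.6 CPM in D4, the fall does not pass the threshold on its own (log2 fold change -0.44). The stage by digit interaction has an edgeR adjusted p of 0.884 for *Sall1*, 0.190 for *Tbx3* and 0.363 for *Tbx2*. In situ hybridization was not analysed here.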

In situ hybridization confirms their expression in the posterior interdigital mesenchyme (Fig. 6c) and shows conserved positional expression patterns for *Tbx3* and *Sall1* between the forelimb and hindlimb. It is unclear whether the pattern also holds for *Tbx2*, where difference in expression level detected from RNA sequencing appear to reflect the proximodistal extent of gene expression.

We also tested the frame shift hypothesis by comparing the limbs of chicken to the pentadactyl forelimbs of other species. For each pentadactyl species, PCA were run using the CDEGs (49 in mouse and alligator, and 42 in *Anolis*), and chicken samples were projected into the reference PCA plane as supplementary observations. CDEGs were used because they can produce digit-specific expression profiles for mouse and alligator forelimb and chicken hindlimb, and because these patterns are reflective of more inclusive gene lists, as described above. These projections show that the digits D2, D3, and D4 of the bird wing consistently fall into regions of the PCA plane corresponding to the digits D1, D3, and D4 of other limbs. Although it is difficult to differentiate D3 and D4 expression in all species, it is clear that D3 of the chicken forelimb does not correspond in its expression profile of these genes to the D2 of the other limbs sampled (Fig. 6d).

Skeletal tissues in the three digits of the adult avian wing (D2–D4) do not derive from *Shh* expressing cells^24,25^. This pattern is consistent with digits of positions D1–D3 in other limbs and can be regarded as evidence in favor of the frame shift hypothesis. Our data are incongruent with such diagnoses of digit developmental identity for the second and third digit in the avian wing, but confirm previous identification of the first avian wing digit as homologous to D1 in the pentadactyl ground plan^7,23^. Thus, according to the prediction that core regulatory networks of transcription factor genes responsible for developmental identity are expressed in the posterior interdigital mesenchyme, we suggest that *Shh* expression is not a conserved marker of developmental digit-identity in limbs with highly reduced digit number.

## Discussion

Serial homologs are repeated body parts, generated by a common developmental program. In the case of digits, chondrogenic condensations are generated by a reaction-diffusion Turing-type mechanism^32,33^. Serial homologs can be developmentally identical (homomorph parts) or they can assume distinct developmental identities through the differential expression of regulatory genes (paramorph parts)^34^. The degree to which serial homologs are individuated can be difficult to assess from morphology alone, because the same developmental program can lead to different morphological outcomes depending on the developmental environment^35,36^. However, detailed analyses of gene expression and regulation can identify developmentally individualized body parts.

In this study, we performed a comparative analysis of whole genome expression data to test the hypothesis that digits have conserved developmental identities. In interpreting our data, we acknowledge that gene expression does not demonstrate gene function. Nevertheless, a lack of differential gene expression between digits is evidence of a lack of developmental individuation, and a high level of differential expression (particularly in transcription factor and signaling genes) is evidence for distinct gene regulatory states.

We studied gene expression in the developing digit and the interdigital mesenchyme after digit condensation. This approach was guided by previous experimental work. It was demonstrated in the chicken hindlimb that genes expressed in the interdigital mesenchyme regulate digit-specific morphologies^13^ and that this signaling, in the phalanx-forming region, is active between stages 27 and 30^14^. Here, we analyzed the expression profiles chicken hindlimb digits of stages 28 and 31 and showed that expression profiles of limb patterning genes and transcription factor genes are stable over this developmental window (Figs. 4b, c, 6b and Supplementary Fig. 3b, c). Thus, signals pertinent to digit patterning continue to be expressed at late stages of limb development, even after phalanges have formed. Analyses of alligator show a consistent pattern: between stages 18 and 19.5, the expression patterns of limb patterning genes and transcription factor genes are stable as assessed by HCA, PCA, and in profiles of genes of interest (Fig. 1c, Supplementary Fig. 2 and Figs. 4b, c, 6c). 

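Between the stages, 6110 of 17065 alligator genes differ (edgeR's quasi-likelihood test, FDR threshold of 0.05), 3152 higher and 2958 lower at stage 19.5. A stage by digit interaction, tested over its 4 coefficients, passes the threshold for 318 genes, 17 of which are transcription factors (13 with p values adjusted over the list alone). For adjacent digits the interaction passes for 1 gene between D1 and D2, 3 between D3 and D4 and 23 between D4 and D5. It passes for 0 genes between D2 and D3, where 1630 have an unadjusted p value under 0.05. With the likelihood ratio test 864 genes have an interaction. Without replicate 3 of D1 at stage 18 the number is 196. For each gene that is named here the interaction has an adjusted p above 0.05. From profiles that it describes as stable between the stages in alligator and chicken, the paper reasons that its conclusions are unlikely to be biased by temporal changes within the window sampled.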

Although not all species were sampled at multiple time points, we argue on the basis of these comparisons in chicken and alligator that it is unlikely our conclusions on the evolution and development of digit identity are biased by temporal dynamism in gene expression within the developmental window studied here.

Our analyses show that patterns of regulatory gene expression in digits are evolutionarily dynamic (Fig. 7a). The developmental identities of digits are evolving across amniotes and can be lineage-specific. The exception is a conserved developmental identity that characterizes the D1 of mouse, alligator and *Anolis* forelimbs, chicken hindlimb, and human fore- and hindlimbs (Fig. 4b). This digit identity is unlikely to be an edge effect (i.e., merely a corollary to which digit occupies the most-anterior position in a limb). In the rabbit hindlimb, which has lost the digit D1, this developmental identity is not observed in D2, despite that digit now occupying the anterior-most position in the limb^37^. In addition, in the hindlimb of Silkie chicken mutants, which have additional anterior digit on their foot, developmental identity is preserved in the digit of the morphology of the native D1, despite that digit no longer occupying the anterior-most position in the limb^23^.

**Fig. 7:**
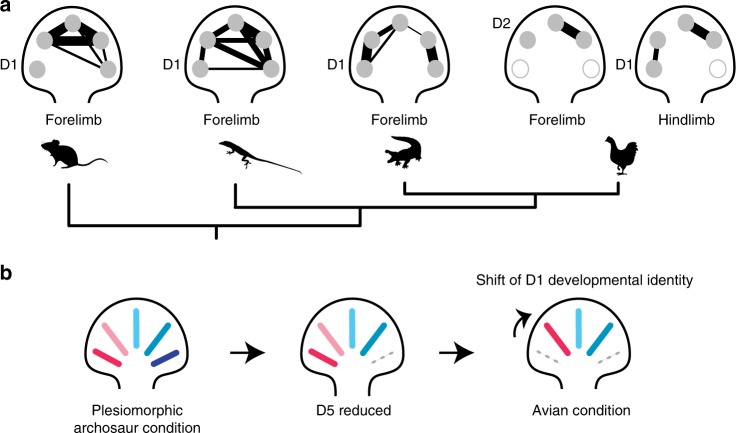
The evolution of digit gene expression in amniotes is highly dynamic. **a** A phylogeny of the taxa sampled by this study and schematic graphs summarizing the relative similarity of digits within limbs, where connections and line thickness reflect degree of similarity in gene expression profiles. **b** Schematic of a limited frame shift model for evolutionary origin of the avian wing in which the developmental identity of D1 was translocated to position D2. Alligator and chicken illustrations reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning without modification (license [https://creativecommons.org/licenses/by/3.0/])

In contrast to D1, we do not find support for conserved digit identities in the more posterior digits. Among the pentadactyl limbs we studied, no genes consistently distinguish the median digits (D2, D3, and D4) from one another. And when we consider the chicken hindlimb rather than *Anolis*, because similarity among *Anolis* digits might be secondarily derived, we find no gene differentiates D2 and D3, and only one gene (*Tbx3*) differentiates D3 and D4. There is limited evidence for a conserved developmental identity for digit D5. A single gene (*Tbx15*) is differentially expressed between D4 and D5 among mouse, alligator and *Anolis*, however more genes are shared between just mouse and alligator (Fig. 3, Supplementary Fig. 4b).

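Between D4 and D5, 38 of the 1173 orthologous transcription factors differ in mouse, 104 in alligator and 16 in both, where 3.37 are expected by chance (exact hypergeometric test, one-sided p = 2.06e-08), and 15 of the 16 change in the same direction. They include *Dlx5*, *Dlx6*, *Hand1*, *Hand2*, *Tbx3*, *Tbx5* and *Tbx15*. Of the 16, 12 have 1 *Anolis* identifier in the incomplete list. *Tbx15* alone passes the threshold in *Anolis*, 3 have an unadjusted p value under 0.05, and 8 change in the same direction as in mouse. The number shared by mouse and alligator is 30 without a filter on low counts and 5 when the digits compared are fitted without the others. It is 10 without replicate 2 of mouse D4 and at most 18 with another library left out.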

Our analyses also identified a core set of regulatory genes, which we call CDEGs, that are differentially expressed among digits, although the exact pattern of gene expression among digits differs between species (Fig. 5). We propose that the CDEGs represent a “digit differentiation tool kit” deployed for the individuation of different sets of digits in different lineages, depending on the evolutionary history and the adaptive needs of the species. Between mouse and human, 28 of the 49 CDEGs have demonstrated roles in patterning distal limb skeleton (Supplementary Table 1). 

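Of the 49 CDEGs, 40 have 1 *Anolis* identifier in the list used here, and 35 of these were tested. With edgeR's quasi-likelihood F test over all digits, 7 pass the threshold in *Anolis* at the adjustment over all genes: *Alx1*, *Hand2*, *Hoxd11*, *Hoxd12*, *Sall1*, *Tbx15* and *Zeb2*. Adjusted over the list alone, 18 pass, and the likelihood ratio test gives 17 over all genes. With each of the 15 libraries left out in turn the number lies between 5 and 8. For the same list, 41 of 49 pass in mouse and 48 of 49 in alligator, species on which the study chose it.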

Of the CDEGs, only 15 are differentially expressed across the *Anolis* forelimb. This homogeneity of expression in *Anolis* appears to be a derived condition among the taxa sampled, as it is unlikely that the other 34 CDEGs reflect homoplasy between mammals and archosaurs.

In *Anolis* most fingers, though they differ in number of phalanges, lack developmental individuality and, thus, appear to be homomorphic. We considered a number of alternative, nonbiological explanations for the unique *Anolis* pattern; however, these do not adequately explain homogeneity in the data. For example, it is possible that the limbs were sampled at too-late a stage, after signals pertinent to digit patterning ceased to be expressed. We regard this explanation as unlikely because, as discussed above, in limbs sampled at multiple time points gene expression profiles are stable over broad developmental window, through late stages of development. Another possible alternative explanation is that variance among *Anolis* samples is greater as compared with other data sets, and that this diminished our ability to detect differentially expressed genes. We assessed this possibility in two ways. First, we repeated all differential expression analyses considering only the two most highly correlated samples of each digit for mouse, alligator and *Anolis*, which consistently had correlation values above 0.99 (Supplementary Fig. 7a). Results of these two-sample comparisons are consistent with analyses of all three samples (e.g., compare Fig. 3 and Supplementary Fig. 7b), indicating that the unique *Anolis* pattern is not an artifact of sample quality.

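The correlation between replicates of a digit, over all genes on the square root of CPM, has a median of 0.997 in mouse (0.990 to 0.998 over 15 pairs), 0.997 in alligator at stage 18 (0.982 to 0.999 over 13 pairs) and 0.997 at stage 19.5 (0.991 to 0.998 over 15 pairs). In *Anolis* the median is 0.974 (0.966 to 0.994), and 4 of the 15 pairs exceed 0.99. So that no pair was selected by its values, each of the 9 choices that keep 2 of the 3 replicates of both digits was fitted with edgeR's quasi-likelihood test, the other digits being complete. In mouse these fits give 502 to 800 genes between D1 and D2 (median 567), 2 to 7 between D2 and D3 (median 4), 3 to 5 between D3 and D4 (median 4) and 70 to 1753 between D4 and D5 (median 144). In *Anolis* they give 1 to 7 genes between D1 and D2 (median 4) and 0 to 658 between D2 and D3 (median 0). Between D3 and D4 they give 0 to 14 (median 0), and between D4 and D5 1 to 4 (median 1). The 658 genes came from the fit without replicate 1 of D2 and of D3. It sets D2 libraries with 15.3% and 14.9% of reads aligned to several places against D3 libraries with 21.7% and 23.9%. A technical difference between libraries may therefore account for part of that number. The paper reasons from the outcome of its own choice of replicates that the *Anolis* pattern is not an artifact of sample quality.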

Second, we evaluated the dispersion values of our samples. Dispersion is a measure of variance among samples that is calculated by the software edgeR. This parameter affects the sensitivity of differential expression analyses (e.g., a set of samples with high dispersion will have low sensitivity in tests of differential expression), and it can be impacted by specimen pedigree^38^. *Anolis* embryos were collected from nonsiblings, whereas mouse and alligator samples were collected from siblings. As expected, the mean dispersion value of *Anolis* samples is greater than either mouse or alligator (Supplementary Fig. 8). 

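With digit as the only term of the model, the mean tagwise dispersion is 0.191 in *Anolis* (14122 genes), 0.0678 in mouse (18047 genes), 0.0214 in alligator at stage 18 and 0.0141 at stage 19.5. The median is 0.0833 in *Anolis*, 0.0143 in mouse, 0.0116 at stage 18 and 0.00826 at stage 19.5. With the first principal component in the model the *Anolis* mean is 0.133. The filter on low counts moves the means most, and without it they are 0.445 in *Anolis* and 0.687 in mouse, where *Anolis* no longer has the higher value. With genes of at least 10 counts in every library they are 0.0776 and 0.0206. The mean in *Anolis* stays between 0.185 and 0.218 when 1 of the 15 libraries is left out.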

The *Anolis* mean dispersion value is consistent with other data sets in which samples were collected across a population^38^. However, such differences in dispersion cannot explain the unique *Anolis* pattern. Chicken hindlimb digits, which were also collected from nonsiblings and have dispersion values comparable to *Anolis* (Supplementary Figure 8), show patterns of differential expression comparable to mouse and alligator (Figs. 2,  5a and Supplementary Fig. 4a). Thus, neither timing, sample quality, nor pedigree appears sufficient to explain the *Anolis* data. It appears that homogeneity of gene expression among the digits reflects biological reality, and that digits in this lineage have undergone secondary homogenization. Other lineages might have similarly experienced loss of digit identities (e.g., ichthyosaur forelimbs), and the secondary homogenization of paramorphic serial homologs has been described in other anatomical systems (e.g., the homodont dentition in cetaceans^39^ and the snake vertebral column^40^).

Finally, we reassessed the homology of fingers in the bird wing and obtain the result that the three digits reflect a combination of translocated and conserved digit identities. The anterior-most digit in the chicken wing, although it develops in position D2^17–22^, exhibits a gene expression profile seen in the D1 of other limbs; this is consistent with previous studies and the frame shift hypothesis^7,23^. The gene expression profiles of the posterior wing digits (D3 and D4), however, do not show evidence of translocation. This is observed most clearly by comparison to the hindlimb of the chicken, with the pattern recovered when three different gene lists are considered (transcription factors, limb patterning genes, and CDEGs). As discussed above, although we cannot diagnose conserved gene expression profiles for the digits D3 and D4 across amniotes, we obtain indirect evidence for a correspondence of avian digits to the digits D1, D3, and D4 of other amniote limbs (Fig. 6d). The possibility of a 1, ­3­, 4 pattern of digit identity in the bird wing has been proposed previously^41^ on the basis of experimental studies^42^. Still, this pattern of correspondence is surprising. It challenges the predominant hypotheses of digit identity and suggests an alternative scenario for how limb development evolved in the lineage leading to Aves (Fig. 7b). Significantly, it indicates that diagnoses of digit identity from the paleontological record and hypotheses of digit identity based upon gene expression profiles have a more complex relationship than previously anticipated.

The frame shift hypothesis is an integrative model. It aimed to explain an apparent incongruity between paleontological and neontological data sets by providing a developmental account for evolutionary transformation rooted in a mechanistic model of homology. Our results show that any such integrative model will be more complicated than previously presumed. Moving forward, we recommend systematic reappraisal of phalangeal and metacarpal characters along the avian stem. It has been proposed that patterns of digit reduction in theropods might be more complex than is generally assumed^41^. For example, study of the ceratosaur *Limusaurus* led to the hypothesis that in basal tetanurans metacarpal characters correspond to identities 2-3-4, while phalanges have identities 1-2-3^43^, although specifically how this taxon informs the plesiomorphic avian condition has been contested^44^. In addition, we recommend continued, broad taxonomic sampling in studies of limb development. Building expanded, comparative data sets will allow for documentation of homoplasy between species and between the fore- and hindlimbs, which could impact hypotheses of digit identity presented here. Sampling should also be extended to earlier timepoints to test for the possibility that developmental identities might be detectable at earlier stages. Finally, additional functional genetic studies are required to understand how digit-specific phenotypes are regulated and to test the hypothesis that CDEGs play privileged roles in establishing gene regulatory states in the interdigital mesenchyme.

The question of how to diagnose the digits of the avian wing is among the oldest in comparative morphology^3,45^. This study tests several assumptions that underlay many contemporary studies of the homology and developmental identity of digits. Indeed, it is the first to comparatively analyze the full gene expression profiles of digits of different species. Such data, and a willingness to consider hypotheses that previously might have been regarded as heterodox, are required for the testing and refinement of integrative theories on the nature of limbs.

## Methods

### Tissue and taxon sampling strategy

Limbs of each species were sampled after digital condensations have formed and after interdigital webbing has begun to reduce. RNA was extracted from digits and their associated posterior interdigital webbing following the dissection strategy shown in Fig. 1a of Wang et al.^7^. A summary of the taxa sampled and the tissues collected is shown in Supplementary Fig. 9. Investigators were not blinded to the group allocation during the experiment or when assessing outcomes.

Protocols for mouse care and euthanasia were approved by Yale University’s Institutional Animal Care and Use Committee (protocol #2015-11-483). Protocols for *Anolis* care and breeding were approved by Loyola University’s Institutional Animal Care and Use Committee (protocol #1992). All methods were performed in accordance with relevant local guidelines and regulations.

### Alligator mississipiensis

Fertilized eggs were collected from six nests of wild individuals at the Rockefeller Wildlife Refuge in Grand Chenier, LA (USA) in July 2015 by Dr Ruth Elsey and colleagues. Eggs were marked with pencil to indicate the side that was facing upwards in the nest so that embryos would not be injured by rotation of during transfer. Eggs were transported to Yale University in mesh wire boxes containing original nesting material, and they were incubated in a temperature-controlled room at 32 °C. Eggs were placed on a plastic rack, surrounded with original nesting material. Racks were suspended four inches above the bottom of a 10 gallon aquarium. The base of the aquarium was filled with three inches of water, which was heated to 90 °F with a submerged aquarium heater. The top of the tank was covered with plexiglass perforated with 1 cm diameter holes to allow for airflow. Humidity within the tank was maintained at 90%.

Embryos were collected at Ferguson^46^ st.18 and 19.5. The left and right limbs of ten individuals were dissected at each stage. For each stage, individual samples were of a single nest and, therefore, at least half-siblings^47^. Embryos were extracted under sterile, RNAse-free conditions. Individual digits and the associated posterior interdigital webbing were dissected with fine scissors and forceps and placed immediately in room temperature RNAlater (Sigma-Aldrich). Digits were pooled into a single vial (*n* = 20 digits) and divided into four samples of five randomly selected digits. RNA was extracted from each sample with TRIzol (Thermo Fisher Scientific)^48^. For digit D3 stage 18, two of the extractions yielded too little RNA for sequencing approach described below; therefore, there are only two replicates of this sample type. RNA quality was assessed using an Agilent Technologies 2100 Bioanalyzer, and samples with RIN scores above 8.5 were submitted for sequencing at the Yale Genome Sequencing Center. Sample size (three replicates per sample type) was selected for downstream differential expression analyses, according to references^29,30^. To generate strand-specific polyadenylated RNA libraries, samples were processed as follows: Approximately 500 ng of RNA was purified with oligo-dT beads and the mRNA recovered was sheared by incubation at 94 C. First strand synthesis was performed with random primers, and then second strand synthesis was performed with dUTP to generate strand-specific libraries for sequencing. cDNA libraries were end paired, A-tailed adapters were ligated, and the second strand was digested with Uricil-DNA-Glycosylase. qRT-PCR was performed using a commercially available kit (KAPA Biosystems) to confirm library quality, and insert size distribution was determined with Agilent Bioanalyzer. Samples were multiplexed on an Illumina Hiseq 2000. Each sample was sequenced to a depth of ~50 million reads (single-stranded, 75 base pair length).

Reads were mapped to the American alligator genome assembly (allMis0.2) with genome assembly described by Green et al.^49^. Sequenced reads were mapped to the genome using Tophat2 v2.0.6 on Yale University*’s* Ruddle computing cluster. In Tophat2, reads were first mapped to the transcriptome, and the remaining reads were then mapped to the genome. Mapped reads were assigned to genes with *HTSeq v0.5.3p*^50^, which was implemented with Python v2.7.2. In HTSeq, we required that reads be mapped to a specific strand, and to account for reads that mapped to more than one feature, we ran with the setting “intersection-nonempty.”

### Mus musculus

Mice embryos (E13.5) were collected from a pregnant female of the strain C57BL/6J (Jackson Laboratories) in accordance with Yale IACUC #2015-11-483. The female was pregnant with nine embryos. Digits from the left and right forelimbs of each individual were dissected as described for alligator and pooled. From these 18 digits, RNA was extracted for three batches of five digits each. RNA extraction and sequencing methods are the same as described above for alligator, with the exception of sequencing depth (30 million reads were obtained for each mouse sample). Sequenced reads were mapped to the mouse genome assembly GRCm38 with Ensembl annotation v85 and the same Bowtie2 and HTSeq settings as described for alligator.

### Anolis carolinensis

Animals were bred according to published protocols^51^ and in accordance with Loyola University’s IACUC protocol #1992. Fertilized eggs were collected and transferred to petri dishes containing vermiculate moistened by equal mass water. Embryos were shipped to Yale University and incubated in a Digital Sportsman Incubator (No. 1502) at 26 °C. Tissues were extracted and dissected according to methods described for alligator. Stage 10^52^ embryos were sampled, and RNA was extracted using the Qiagen RNeasy Micro Kit. RNA quality was assessed using with a BioAnalyzer. Samples with RIN scores above 9.0 were submitted for sequencing at the Yale Genome Sequencing Center. The RNAseq library was prepared with the Clontech’s Ultra Low V4 kit (cat# 634890). Each sample was sequenced to a depth of ~30 million reads (single-stranded, 75 base pair length). Sequenced reads were mapped to the *Anolis* genome assembly (AnoCar2.0, GCA_000090745.1) with Ensembl annotation v85.

### Gallus gallus

Published transcriptomes of the digits of the fore- and hindlimbs of chicken^7^, were mapped to the newest chicken genome version (GalGal5.0) with Ensembl annotation v86 following analytic methods described above for alligator.

### Homo sapiens

Three individuals of Carnegie stage 18^53^ were donated to Yale University’s Medical School. The fore- and hindlimbs were sampled, and the anterior-most digit and its posterior interdigital webbing were dissected from the posterior digital plate. Dissections were performed and RNA was extracted with an RNEasy Kit (Qiagen) and prepared for sequencing with the Illumina mRNA-seq Sample Prep Kit. Samples were sequenced on an Illumina GA IIx (single-stranded, 35 base pair length)^54^. Limbs at this stage are similar to E12.5 of mouse^55^. Sequenced reads were mapped to the human genome assembly GRCh37 with Ensembl annotation v82 using the same Bowtie2 and HTSeq settings as described for alligator.

### Hierarchical clustering analysis

To estimate relative mRNA abundance, we calculated transcripts per million (TPM)^56^ for the genes of a given gene list (i.e., full trancriptome, transcription factors, limb patterning genes, CDEGs). The TPM measurement standardizes for sequencing depth and transcript length. If multiple transcripts are described for a gene, then the median transcript length was used to calculate TPM; these lengths are available in the file Supplementary Data 2. TPM measures were normalized by a square root transformation, and hierarchical clustering was performed on the normalized TPM data with the R package “pvclust”^57^. Clusters were generated from the correlation-based dissimilarity matrix using the average-linked method. Adjusted uncertainty values were calculated from 1000 bootstrapping analysis.

If analyses involved comparisons between developmental stages or limbs, a bulk correction was performed with a mean transformation (i.e., mean centering)^7^. In these instances, Pearson’s correlation coefficients range from [−1:1], rather than from [0:1]. Negative correlation values arise because after bulk correction, a gene’s expression values is negative for samples with a sqrt(TPM) value less than the mean sqrt(TPM) value of that gene among all samples of the bulk. Bulks were comprised of all samples from a particular stage or all samples of a particular limb.

### Principal component analyses

PCA were performed using the “prcomp” function in R for various gene lists using square root TPMs as normalized measures of relative mRNA abundance. As with HCA, if analyses included samples from multiple stages or from different types of limbs, a bulk correction was performed with a mean transformation (i.e., mean-centering). Bulks were comprised of all samples from a particular stage or all samples of a particular limb. Loading values for samples in PCAs and also bootstrap values, which were calculated using the with the bootPCA’ function of the bootSVD package^58^ with centerSamples = True and 1000 bootstrap samples), are provided in the file Supplementary Data 3.

### Differential expression testing of adjacent digits

EdgeR (Release 3.1)^29,30^ was used to test for differential expression of adjacent digits (e.g., D1 vs. D2) of mouse, alligator, *Anolis* and chicken. We used function glmFit and glmLRT in EdgeR, which implemented a generalized regression model for differential expression test. Specifically, in alligator and chicken PCA and PCA revealed stable grouping of samples by digit number across stages. Therefore, subsequent analyses consider these data from two stages simultaneously.

In *Anolis*, pairwise testing of samples revealed nonconventional *p* value distribution, with a decrease near zero and sometimes a bump near 0.5. Because correlation between replicates was lower than what was observed in either mouse or alligator (Supplementary Fig. 7), and because PCA of the full transcriptomes revealed two major clusters of data that did not correspond to biological phenomena (Supplementary Fig. 1c), we corrected for the artifact of the nonbiological clusters by including the first principle component in the regression model in EdgeR. Analyses were also run without this PC1 correction. Results presented in the manuscript are robust to both analytic approaches, although PC1 correction results in discovery of slightly more differentially expressed genes for a given FDR. (e.g., compare Fig. 3 and Supplementary Fig. 10).

Following analyses of differential expression, multiple hypothesis testing was accounted for by adjusting *p* values following the Benjamini–Hochberg method^28^. We also considered a second correction method, the *q*-value of Storey^59^. The major results presented in the study are robust to both methods. Although the Storey method uniformly called more genes as significant at the FDR threshold of 0.05, the same genes are recovered in the center of Venn diagrams (Figs. 3, 4a, and 5b).

### Correlation of fold change in orthologs and random genes

To assess whether genes differentially expressed at a given position in one species are behaving similarly in other species, we compared the relative fold change of these genes to random genes of similar expression level in the other species. For example, between D1 and D2 of alligator 46 genes are recovered as differentially expressed among the one-to-one orthologs of the three pentadactyl species sampled (FDR threshold of 0.05) (Fig. 3). For these genes, we calculated the fold change in TPM according to the equation in Fig. 4b for all three species (e.g., mouse, alligator, and *Anolis*). Next, for each of the 46 genes, we identified the gene most similar in its TPM value at the position of the anterior digit (e.g., for the comparisons of D1 vs D2, we matched the TPM of D1) among the one-to-one orthologous transcription factor genes for the two other species. Then, we calculated to Pearson’s correlation for the vector comprised the gene fold changes from the original species (alligator) and the orthologs of the other species (mouse and *Anolis*). We also calculated Pearson’s correlation between gene fold changes from the original species (alligator) and the random list of random genes of similar expression level for each of the other species. This was repeated for each the three species, and if a limb was sampled at multiple time points, for each time point. Finally, to assess whether at a given position orthologous genes could be distinguished in their behavior to random genes, we compared the means of these correlations using two tests: *t*-test and a Mann–Whitney *U* test.

### Differential expression testing between all digits

EdgeR was also used to test for genes that differed between any combination of digits within a limb. This was done by specifying multiple coefficients to function glmLRT. As with the pairwise tests, we considered both stages of alligator and chicken simultaneously and included the first principle component in the regression model for *Anolis*. Genes identified as CDEGs for each species are available as Supplemental Information.

### Transcription factors

To identify transcription factor genes, we utilized a published atlas of human and mouse transcription factors^27^. The published Entrez gene IDs were matched with human Ensembl gene IDs in Ensembl assembly v85 using BioMart (*N* = 2183). To recover the species-specific lists of transcription factors, two approaches were taken. In mouse and *Anolis*, orthologous genes were identified using BioMart’s orthology predictions for Ensemble assembly v85. In alligator and chicken, because these species were analyzed using different assembly builds, orthology was determined by matching gene symbols to those of human from Ensembl assembly v85. By this approach, we recovered transcription factors for each species as follows: 1838 in mouse, 1563 in *Anolis*, 1455 in Alligator, and 1217 in chicken. To identify human orthologs of select genes identified by differential expression analyses, we first used gene symbols and then confirmed that the ensemble IDs were consistent across Ensemble assemblies. Genes identified as transcription factors for each species are available as Supplemental Information.

To identify one-to-one orthologous transcription factor genes in mouse, alligator, and *Anolis*, we used BioMart to generate a list of one-to-one orthologous genes between mouse and *Anolis* in Ensembl assembly v85 that correspond to the published transcription factor Entrez IDs^31^. This gene list was then matched to alligator and chicken by gene symbol to recover transcription factor genes that are one-to-one orthologs in multiple species.

### Limb patterning genes

A Ph.D. dissertation by Carkett^26^ identified genes that are sensitive to *Shh* signaling by experimental perturbations and in silico analyses. From these studies, a summary list of genes that pattern the autopod was produced (pg. 172). This gene list includes transcription factor and signaling genes. These gene symbols were matched with each species to identify the subset of genes present in the genome assemblies that we considered for mouse (*n* = 151), alligator (*n* = 142), *Anolis* (*n* = 140), and chicken (*n* = 136). Genes identified as limb patterning genes for each species are available as Supplemental Information.

### In situ hybridization

RNA from a stage 18 alligator limb was extracted, as described above for sequencing, and cDNA was generated with the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Primers were designed with Primer3^60^ to amplify fragments of *Tbx2* (forward, GACCTTGGGCCTTCTCCTAC; reverse, GGGAGTTGTTTGGGGTTTT), *Tbx3* (forward, ACCAGGGGTGGATGAACATA; reverse, GCCCTAAAGCAGAGACATGC), and *Sall1* (forward, CTCACAGCTCAACAACCCAC; reverse, AAACCACCAGCCTCTACCTC). PCR products were purified with the QIAquick Gel Extraction kit (Qiagen) and cloned with the Topo TA cloning kit (Invitrogen) into the pCR 4-TOPO vector. Vectors were transformed into DH5*α*-T1 competent cells. Sense and antisense probes were prepared by linearizing plasmid with the restriction endonucleases *Not1* or *Pme1* and then transcribing the linearized product with T7 or T3 polymerase, respectively. Probes are labeled with digoxigenin (Sigma-Aldrich) and hybridized with the alligator embryos at 68 °C. Methods for in situ hybridization followed GEISHA Project miRNA Detection Protocol Version 1.1 [http://geisha.arizona.edu/].

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Source Data

## Data Availability

The RNA-sequencing data for mouse, alligator, and *Anolis* (including counts of mapped reads), is available on Gene Expression Omnibus (GEO) repository under accession number GSE108337. Sequencing data for human limb samples is available through the database of Genotypes and Phenotypes (dbGaP) under study accession number phs001226.v1.p1. Supplementary Data 1 contains unique gene IDs corresponding to all gene lists described. Supplementary Data 2 contains median lengths of gene transcripts. Supplementary Data 3 contains bootstrap values for all PCA plots. Supplementary Data 4 contains mapped reads for chicken. The source data underlying Figs. 4b,c and 6c are provided as a Source Data file.

# Supplementary material for: Evidence against tetrapod-wide digit identities and for a limited frame shift in bird wings
**Source:** Nat Commun. 2019 Jul 19;10:3244. doi: 10.1038/s41467-019-11215-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Evidence against tetrapod-wide digit identities and for a limited frame shift in bird wings

Stewart et al.

#### Table of contents

Supplementary Figure 1 | Analyses of full transcriptomes do not show clustering of samples by digit.

Supplementary Figure 2 | Analyses of all transcription factors show patterns of sample clustering consistent with analyses of limb patterning genes.

Supplementary Figure 3 | Clustering analyses of chicken hindlimb digit transcriptomes.

Supplementary Figure 4 | Differential expression analyses of adjacent chicken hindlimb digits.

Supplementary Figure 5 | Comparing fold change of differentially expressed genes to random genes.

Supplementary Figure 6 | Correspondence of chicken forelimb and hindlimb digits.

Supplementary Figure 7 | Evaluating how differential expression analyses are impacted by variance of replicates.

Supplementary Figure 8 | Mean Dispersion values of the digit transcriptomes.

Supplementary Figure 9 | Summary of the data sampled.

Supplementary Figure 10 | Differential expression analyses of adjacent digits without PC1 correction of *Anolis* data.

Supplementary Table 1 | Human and mouse phenotypes have been described for 28 of the 49 CDEGs.

Supplementary References

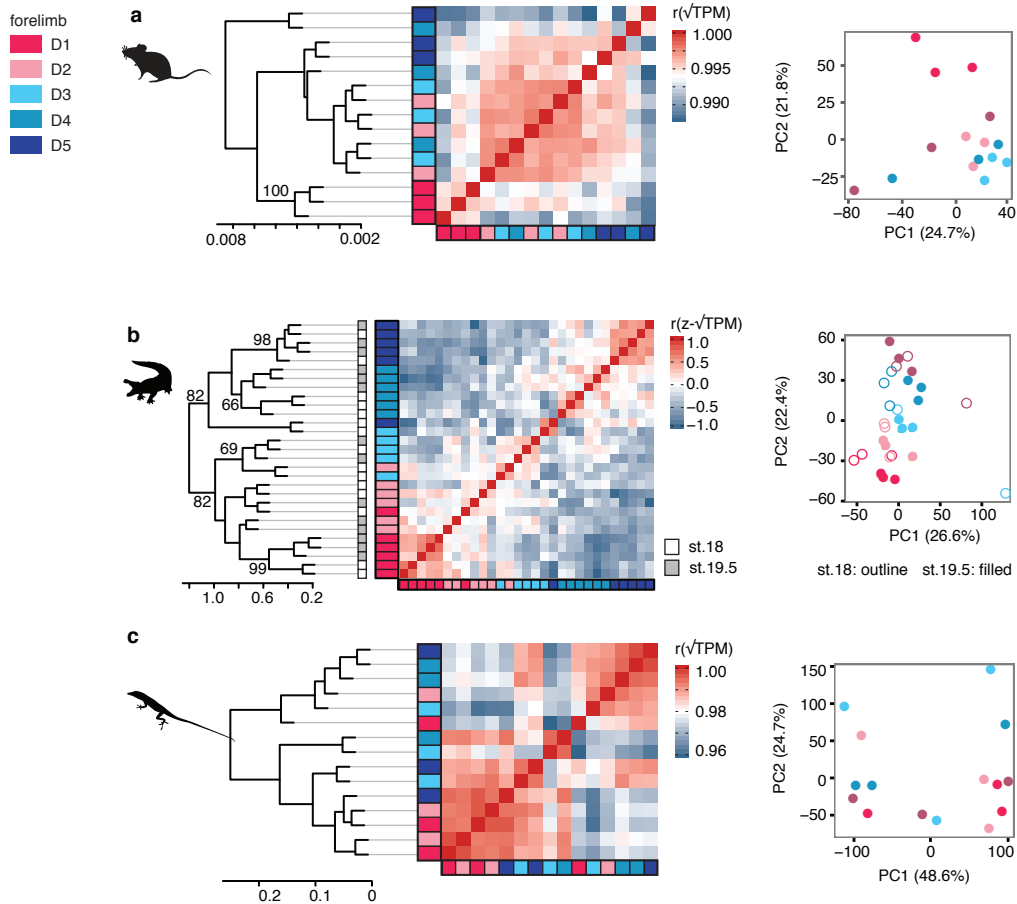

### Supplementary Figure 1 | Analyses of full transcriptomes do not show clustering of samples by digit. (a)

In mouse, only D1 forms a cluster in HCA, indicating that similarity can be diagnosed when the expression of all genes is considered; more-posterior digits do not form clusters of replicates. (b) In alligator, a cluster with low bootstrap support is observed for D4 samples. Stage 18 and stage 19.5 samples are differentiated as filled or outlined points in PCA plot. (c) In *Anolis*, samples do not reveal stable clustering of digit replicates. Alligator illustration reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning (license [<https://creativecommons.org/licenses/by/3.0/>]) without modification.

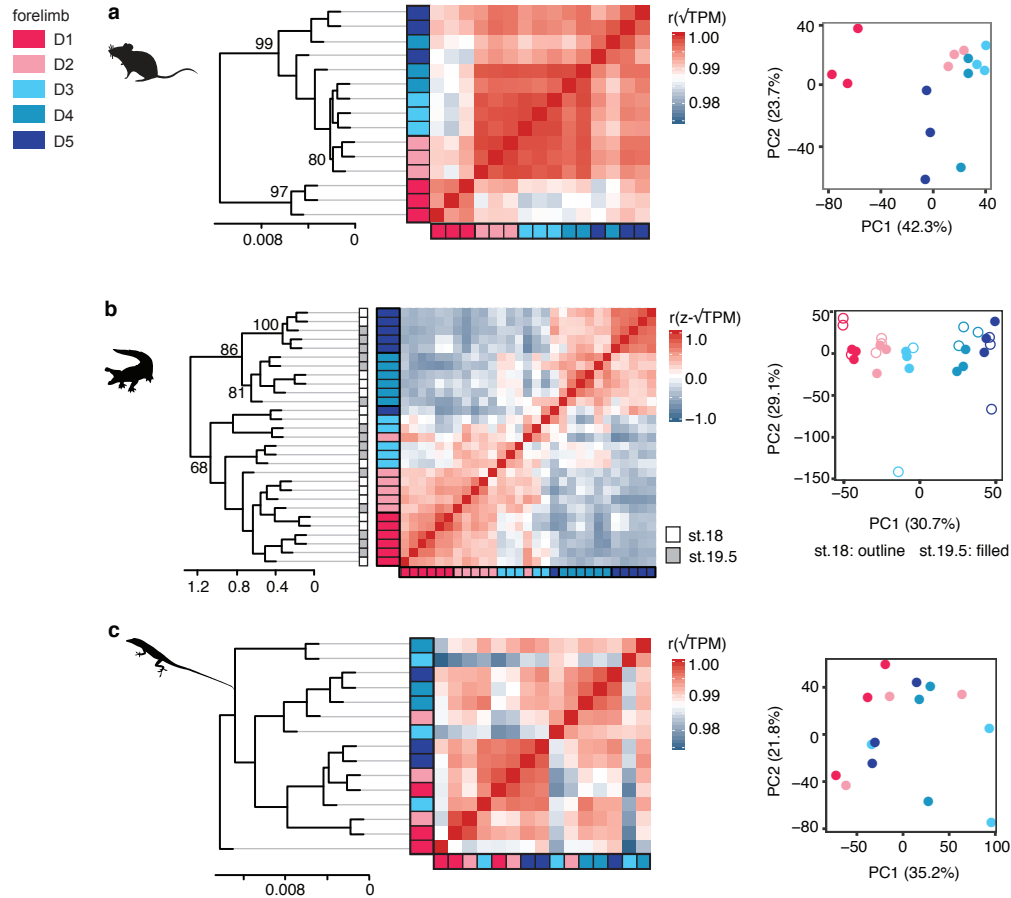

**Supplementary Figure 2 | Analyses of all transcription factors show patterns of sample clustering consistent with analyses of limb patterning genes.** (a) In mouse, D1 is markedly distinct from the posterior digits. (b) In alligator, two major clusters of digits are observed: (D1, D2, D3)(D4, D5). Stage 18 and stage 19.5 samples are differentiated as filled or outlined points in PCA plot. (c) In *Anolis*, digits do not show gene expression differentiation when all transcription factors are considered. Broadly, adjusted uncertainty values recovered by HCA are lower for a given cluster (e.g., alligator D4) than when limb patterning genes are analyzed. Alligator illustration reproduced with permission by Michael Richardson. *Anolis* illustration by Sarah Werning (license [<https://creativecommons.org/licenses/by/3.0/>]) without modification.

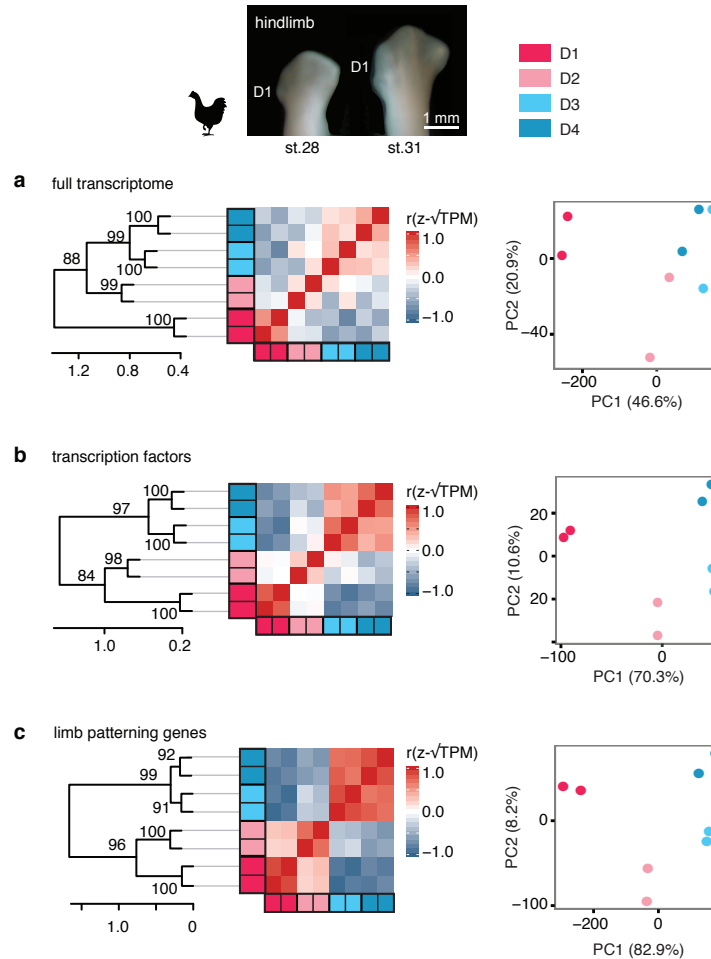

**Supplementary Figure 3 | Clustering analyses of chicken hindlimb digit transcriptomes.** PCA, heatmap of Pearson's correlations and HCA of (a) the full transcriptome and (b) transcription factor genes, (c) and known limb patterning genes. Each digit is represented by two data points, which correspond to one sample from stage 28 and another from stage 31. Clustering analyses show stable gene expression profiles for individual digits over this developmental window, even after phalangeal number has been established. Chicken illustration reproduced with permission by Michael Richardson.

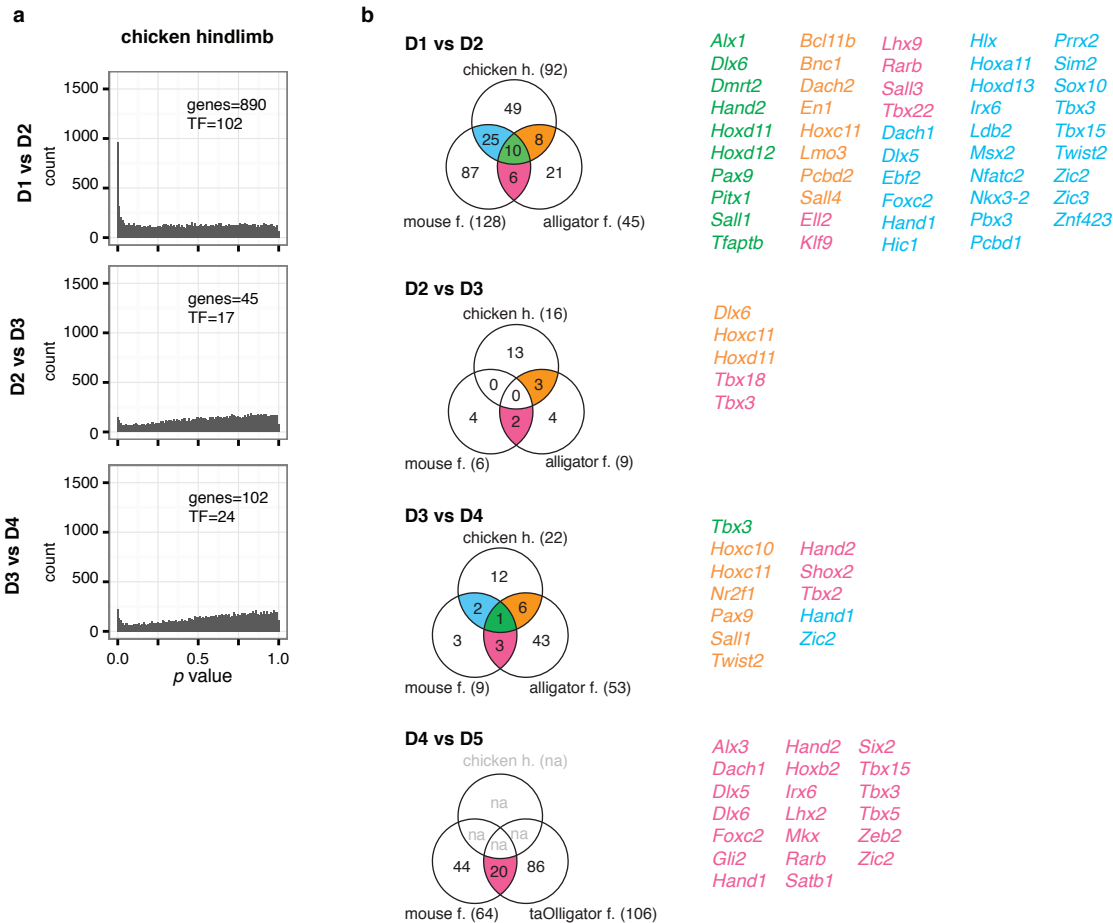

**Supplementary Figure 4 | Differential expression analyses of adjacent chicken hindlimb digits.** (a)  $p$  value distributions for pairwise tests of differential expression. The number of genes that are identified as differentially expressed at a FDR threshold of 0.05 are noted in each panel as “genes” and of these the number of transcription factors are noted in each panel as “TF.” (b) Venn diagrams showing the genes that are one-to-one orthologous transcription factors and differentially expressed in each species to a FDR threshold of 0.05.

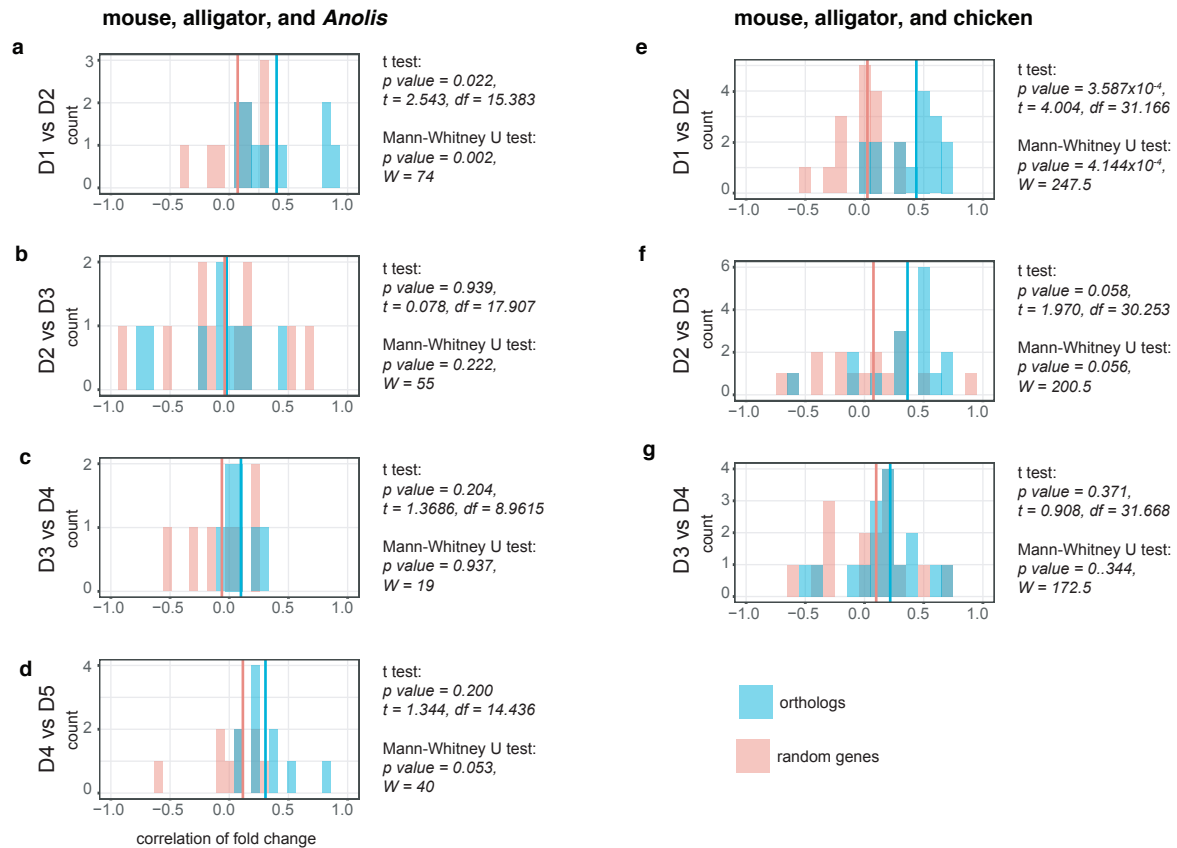

### Supplementary Figure 5 | Comparing fold change of differentially expressed genes to random genes.

Fold change of genes differentially expressed between adjacent digits for one species was compared to those of orthologous genes in other species and also to randomly selected genes of similar expression level for the other species. Comparisons were made among the pentadactyl limbs (a-d), and also considering chicken, rather than *Anolis* (e-g). Broadly, genes differentially expressed between D1 and D2 behave consistently between species. Among more posterior digits there is limited evidence for conserved behavior. The genes number of genes recovered as differentially expressed at each position for each species are reported in Fig 3. and Supplementary Figure 4 b. Vertical lines in each plot represent the mean values of correlation among comparisons between the sets of orthologous or random genes.

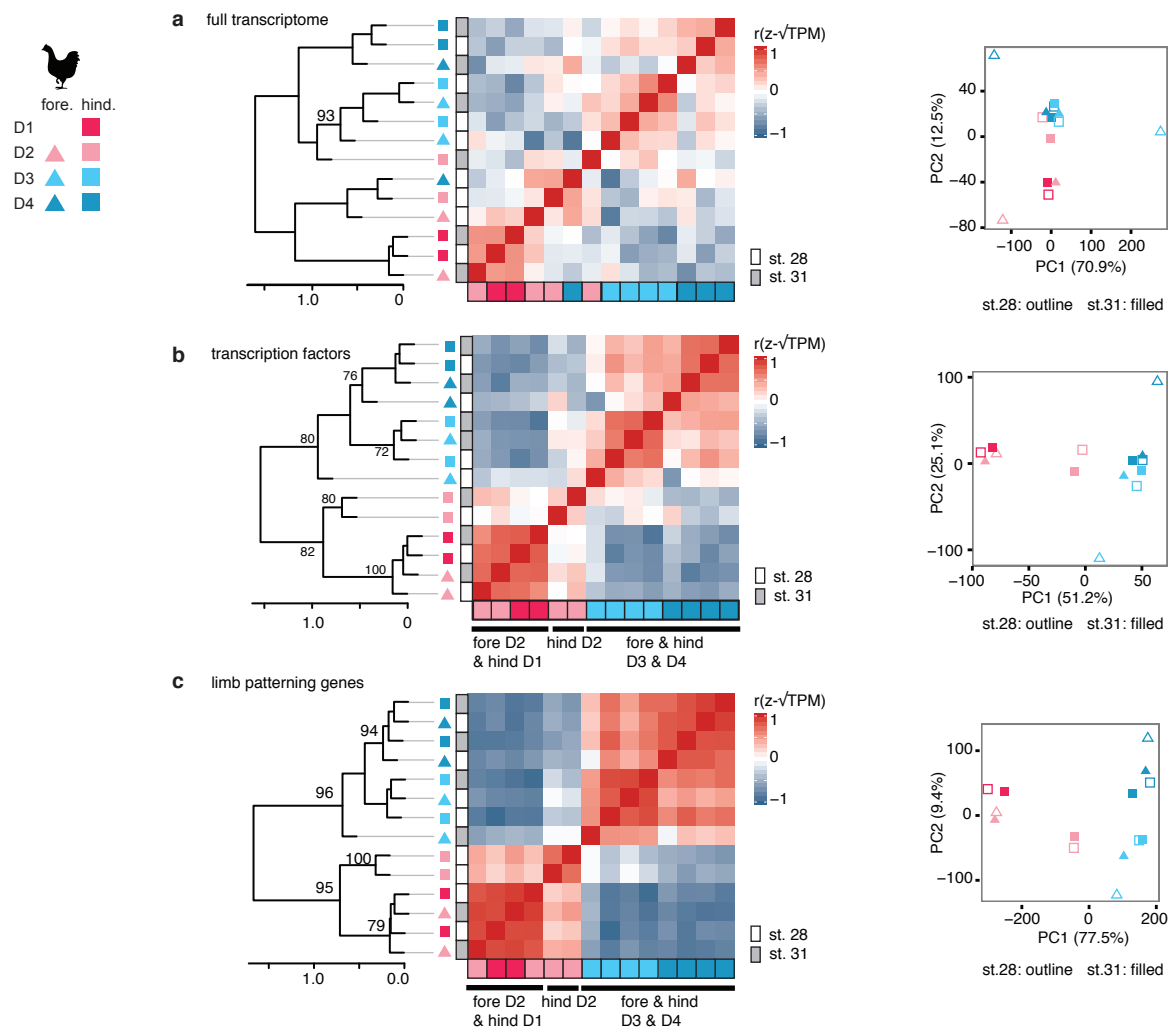

**Supplementary Figure 6 | Correspondence of chicken forelimb and hindlimb digits.** (a) PCA and HCA of full transcriptomes does not reveal correspondence between digits of the fore- and hindlimb. However, analyses of (b) all transcription factors and (c) limb patterning genes show that the three digits in the avian wing correspond to hindlimb digits D1, D3, and D4. Stage 28 and 31 samples are differentiated as filled or outlined points in PCA plot. . Chicken illustration reproduced with permission by Michael Richardson.

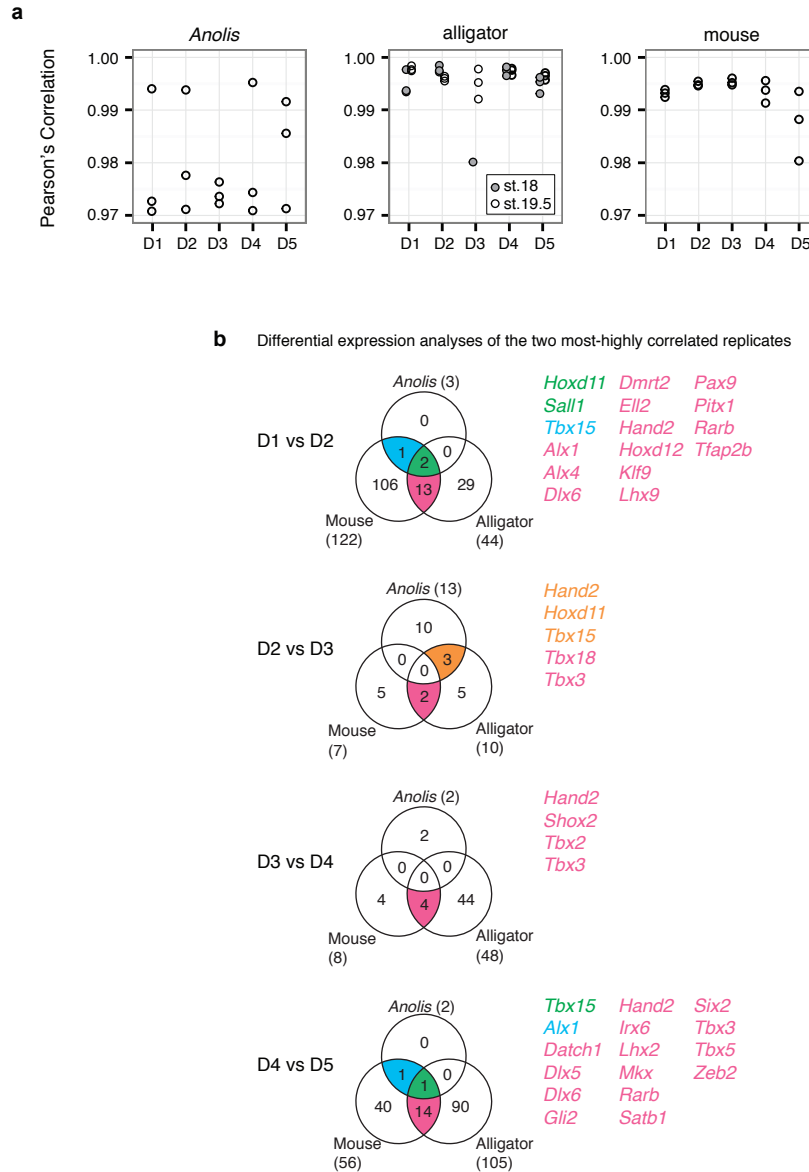

**Supplementary Figure 7 | Evaluating how differential expression analyses are impacted by variance of replicates.** (a) Pearson's correlation values of sample replicates showing that in *Anolis* replicates are less highly correlated than the replicates of mouse and alligator; however, for the digits D1, D2, D4 and D5 two of the three replicates are correlated with values comparable to the other species (>0.99). Therefore, to assess whether variance in *Anolis* was biasing our analyses, tests of differential expression were replicated using only the two most-highly correlated replicates of each digit. (b) Venn diagrams of one-to-one orthologous transcription factors genes identified as differentially expressed between adjacent digits with a FDR threshold of 0.05 when differential expression analyses considered only the two most-highly correlated samples of each digit.

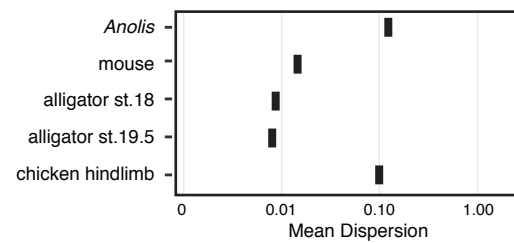

**Supplementary Figure 8 | Mean dispersion values of the digit transcriptomes.** Values calculated by edgeR showing that although pedigree likely impacts tests of differential gene expression, it does not explain the homogeneity of the *Anolis* digits.

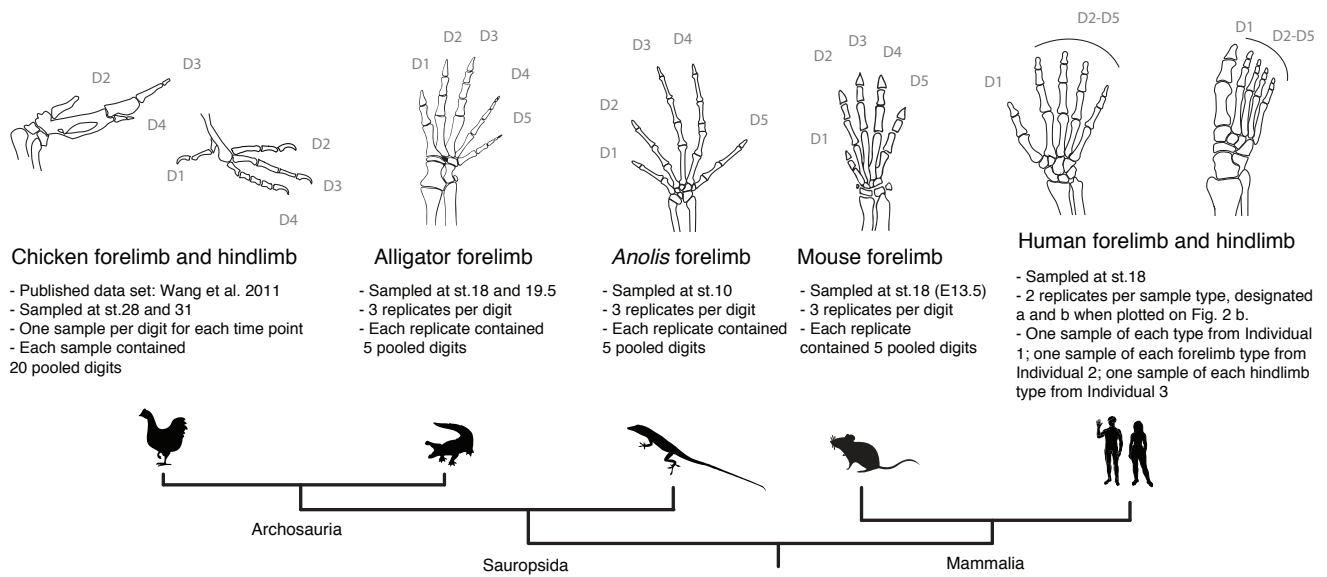

**Supplementary Figure 9 | Summary of the data sampled.** Illustrations are of the adult skeletons from the dorsal perspective, anterior is left. ‘Replicates’ refer to biological replicates. Illustration of mouse forelimb skeleton<sup>1</sup> was replicated and modified from journal Development with permission. Illustrations of the alligator forelimb skeleton, and chicken and alligator silhouettes<sup>3</sup> were replicated with permission by Michael Richardson. *Anolis* illustration by Sarah Werning without modification (license: <https://creativecommons.org/licenses/by/3.0/>).

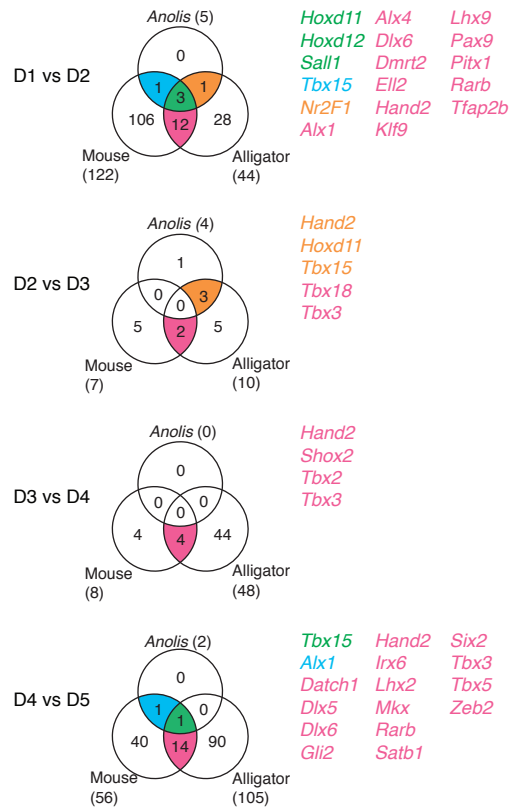

**Supplementary Figure 10 | Differential expression analyses of adjacent digits without PC1 correction of *Anolis* data.** Venn diagrams of one-to-one orthologous transcription factors genes for mouse, alligator, and *Anolis* that were identified as differentially expressed between adjacent digits with a FDR threshold of 0.05.

**Supplementary Table 1 | Human and mouse phenotypes have been described for 28 of the 49 CDEGs**

| <b>gene</b>   | <b>human phenotype or syndrome</b>                                                                                                        | <b>mouse phenotypes</b>                                                                                                       |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| <i>Alx1</i>   | Camptodactyly <sup>5</sup>                                                                                                                | polydactyly <sup>7</sup>                                                                                                      |
| <i>Dlx5</i>   | Split hand/foot malformation <sup>4,6</sup>                                                                                               | ectrodactyly, monodactyly, syndactyly <sup>7</sup>                                                                            |
| <i>Dlx6</i>   |                                                                                                                                           | brachydactyly, ectrodactyly, syndactyly <sup>7</sup>                                                                          |
| <i>En1</i>    |                                                                                                                                           | 25 phenotypes including adactyly, ectopic digits, polydactyly, syndactyly, truncation of digits, fused phalanges <sup>7</sup> |
| <i>Ets2</i>   | Chitayat syndrome <sup>6</sup>                                                                                                            |                                                                                                                               |
| <i>Hand1</i>  |                                                                                                                                           | hypoplastic limb buds <sup>7</sup>                                                                                            |
| <i>Hand2</i>  |                                                                                                                                           | 19 phenotypes including oligodactyly, polydactyly, abnormal pollex morphology <sup>7</sup>                                    |
| <i>Hic1</i>   | Hand-foot-genital syndrome <sup>4</sup>                                                                                                   | abnormal fore- and hindlimb morphology <sup>7</sup>                                                                           |
| <i>Hoxa13</i> | Guttmacher syndrome <sup>4,5</sup> , Hand-foot - genital syndrome <sup>4,6</sup> , Postaxial hand polydactyly <sup>5</sup>                | 21 phenotypes including brachydactyly, clinodactyly, syndactyly <sup>7</sup>                                                  |
| <i>Hoxd11</i> |                                                                                                                                           | 7 phenotypes including abnormal phalanx, abnormal and fused carpals <sup>7</sup>                                              |
| <i>Hoxd12</i> |                                                                                                                                           | 16 phenotypes including brachyphalangia, brachydactyly, clinodactyly, oligodactyly <sup>7</sup>                               |
| <i>Hoxd13</i> | Brachydactyly-syndactyly syndrome <sup>4</sup> , VACTERL association, Brachydactyly type E <sup>5</sup>                                   | 29 phenotypes including brachydactyly, ectrodactyly, polydactyly, polysyndactyly <sup>7</sup>                                 |
| <i>Nkx3-2</i> | Spondylo-megaepiphyseal-metaphyseal dysplasia <sup>6</sup>                                                                                |                                                                                                                               |
| <i>Pax9</i>   |                                                                                                                                           | polydactyly, polysyndactyly <sup>7</sup>                                                                                      |
| <i>Pitx1</i>  | Clubfoot and Lower limb malformations <sup>4</sup> , Liebenberg syndrome <sup>6</sup>                                                     | 11 phenotypes including brachydactyly, oligodactyly, and clubfoot <sup>7</sup>                                                |
| <i>Runx2</i>  | Brachydactyly <sup>4</sup> , MDMHB <sup>6</sup> , cleidocranial dysplasia (which includes abnormal thumbs and brachydactyly) <sup>7</sup> | 10 phenotypes including abnormal phalanx morphology <sup>7</sup>                                                              |
| <i>Sall1</i>  | Townes-Brocks Syndrome <sup>4,5,6</sup> , Lenz microphthalmia syndrome <sup>5</sup>                                                       | 10 phenotypes including oligodactyly, preaxial polydactyly, syndactyly and triphalangia <sup>7</sup>                          |
| <i>Satb2</i>  | chromosome 2q32-q33 deletion syndrome (which includes clinodactyly archnodactyly, and Talpes equinovarus <sup>7</sup>                     |                                                                                                                               |
| <i>Sox10</i>  | kallmann-syndrome <sup>6</sup> , Klein-Waardenburg syndrome <sup>6</sup> , PCWH syndrome (which includes Pes cavus) <sup>7</sup>          |                                                                                                                               |
| <i>Tbx2</i>   | 17q23.1q23.2 microdeletion syndrome <sup>5</sup>                                                                                          | Polydactyly, postaxial polydactyly <sup>7</sup>                                                                               |
| <i>Tbx3</i>   | Ulnar-mammary syndrome <sup>4</sup> , Limb-mammary syndrome <sup>5</sup> , post-axial polydactyly <sup>5</sup>                            | 16 phenotypes including oligodactyly <sup>7</sup>                                                                             |

|               |                                                                                                                      |                                                                  |
|---------------|----------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------|
| <i>Tbx5</i>   | Holt-Oram syndrome <sup>4,5</sup>                                                                                    | 10 phenotypes including abnormal phalanx morphology <sup>7</sup> |
| <i>Tbx15</i>  | Cousin syndrome (which includes brachydactyly) <sup>4,5</sup>                                                        | 9 phenotypes including abnormal phalanx morphology <sup>7</sup>  |
| <i>Tfap2b</i> | Char syndrome <sup>4,5</sup>                                                                                         | Polydactyly, postaxial polydactyly <sup>7</sup>                  |
| <i>Trps1</i>  | Trichorhinophalangeal syndrome type 1 <sup>4,5</sup> , type 2 <sup>5</sup> , and type 3 <sup>5</sup>                 |                                                                  |
| <i>Twist2</i> | Ablepharon macrostomia syndrome <sup>5</sup>                                                                         |                                                                  |
| <i>Zic2</i>   |                                                                                                                      | 6 phenotypes mostly restricted to carpals <sup>7</sup>           |
| <i>Zic3</i>   | VACTERL association <sup>5</sup> , Radial abnormalities <sup>5</sup> , aplasia/Hypoplasia of the radius <sup>5</sup> |                                                                  |

### Supplementary References

- 1 Krebs, O. et al. Replicated anterior zeugopod (*raz*): a polydactylous mouse mutant with lowered *Shh* signalling in the limb bud. *Development* **130**, 6037-6047, doi: 10.1242/dev.00861 (2003).
- 2 Muller, G. B. & Alberch, P. Ontogeny of the Limb Skeleton in *Alligator mississippiensis*: Developmental Invariance and Change in the Evolution of Archosaur Limbs. *J. Morph.* **203**, 151-164 (1990).
- 3 de Bakker, M. A. G. et al. Digit loss in archosaur evolution and the interplay between selection and constraints. *Nature* **500**, 445-448 (2013).
- 4 Stenson, P.D. et al. The Human Gene Mutation Database (HGMD®): 2003 Update. *Hum. Mutat.* **21**, 577-581 (2003).
- 5 NIH Genetic and Rare Disease Information Center. <http://rarediseases.info.nih.gov>.
- 6 National Library of Medicine (US). Genetics Home Reference [Internet]. <https://ghr.nlm.nih.gov> (2013).
- 7 Blake J.A. et al. Mouse Genome Database (MGD)---2017: community knowledge resource for the laboratory mouse. *Nucl. Acids Res.* **4**, D723-D729 (2017).

# Supplementary material for: Evidence against tetrapod-wide digit identities and for a limited frame shift in bird wings
**Source:** Nat Commun. 2019 Jul 19;10:3244. doi: 10.1038/s41467-019-11215-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect data.

Data analysis

The following packages were used in this study and implemented with Python (v2.7.2): Tophat2 (v2.0.6), HTSeq (v0.5.3p). The following packages were used in this study and implemented with R R (v3.3.1): EdgeR (Release 3.1). All code used for analyses is available on GitHub [[https://github.com/ThomasAStewart/digit\\_identity\\_project](https://github.com/ThomasAStewart/digit_identity_project)].

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-sequencing data for mouse, alligator and Anolis (including counts of mapped reads), is available on Gene Expression Omnibus (GEO) repository under accession number GSE108337 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108337>]. Sequencing data for human limb samples is available through the database of Genotypes and Phenotypes (dbGaP) under study accession number phs001226.v1.p1 [[https://www.ncbi.nlm.nih.gov/projects/gap/cgi-bin/study.cgi?study\\_id=phs001226.v1.p1](https://www.ncbi.nlm.nih.gov/projects/gap/cgi-bin/study.cgi?study_id=phs001226.v1.p1)]. Supplementary data files include: Supplementary Data 1, unique gene IDs corresponding to all gene lists described; Supplementary Data 2, median gene lengths; Supplementary Data 3, bootstrap values for all PCA plots; Supplementary Data 4, mapped reads for chicken. The source data underlying Figs 4b,c and 6c are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for RNA-seq were selected according according to references 29 and 30, which recommend at least three biological replicates for differential expression testing,                                                                                                                                                                                             |
| Data exclusions | RNA extraction of two samples of alligator stage 18 digit D3 yielded too little RNA for our sequencing approach. Therefore, these samples were not included in the study.                                                                                                                                                                                                 |
| Replication     | A previous paper by our group (Wang et al. 2011, Nature doi:10.1038/nature10391) assessed replication of the RNA-sequencing experimental approach used here. Specifically, two of the samples in that study were resampled and resequenced. In each case, the correlation coefficient of the samples was above 0.99.                                                      |
| Randomization   | Experimental groups were comprised of specimens from the same species. Statistical analyses for differential expression studies focused only on comparisons of samples within each group (i.e., comparing differential expression of the digit of a species to another digit of that same species), therefore covariates from these groups are not relevant to the study. |
| Blinding        | Investigators were not blinded to the group allocation during the experiment or when assessing outcomes. It was not possible to blind experimenters during tissue collection (dissection of embryos of different species). The same statistical analyses were applied to samples of each species, and therefore blinding is not relevant to data analysis.                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice embryos were collected from a pregnant female of the strain C57BL/6J (Jackson Laboratories). Anolis embryos were collected from a breeding colony at Loyola University.                                                                                                                                                                                                       |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                      |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                                          |
| Ethics oversight        | Protocols for mouse care and euthanasia were approved by Yale University's Institutional Animal Care and Use Committee (protocol #2015-11-483). Protocols for Anolis care and breeding were approved by Loyola University's Institutional Animal Care and Use Committee (protocol #1992). All methods were performed in accordance with relevant local guidelines and regulations. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Evidence against tetrapod-wide digit identities and for a limited frame shift in bird wings
**Source:** Nat Commun. 2019 Jul 19;10:3244. doi: 10.1038/s41467-019-11215-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Unique gene IDs corresponding to all genes in the study.

File Name: Supplementary Data 2

Description: Median transcript lengths for all genes in the study.

File Name: Supplementary Data 3

Description: Bootstrap values for all PCA plots

File Name: Supplementary Data 4

Description: Mapped reads for Chicken RNA-seq data

How the deposited data were processed for this re-analysis (not part of the article)

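The data are RNA-seq counts from developing forelimb digits D1 to D5 of mouse at E13.5 (15 libraries), American alligator at stages 18 and 19.5 (29 libraries) and *Anolis* at stage 10 (15 libraries). Each digit has 3 replicates in each species and stage, except alligator D3 at stage 18 with 2. A mouse or alligator replicate is a pool of 5 digits. Mouse pools came from the embryos of 1 female and the alligator pools of each stage from a single nest. The human, chicken and in situ data were not analysed here.

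The authors deposited 1 table of raw read counts per gene for each species, made with HTSeq. Before that they aligned the 75 bp reads of alligator with TopHat2 to the transcriptome and the remaining reads to the genome, and counted those on the strand of the gene with the mode intersection-nonempty. For mouse the paper refers to the settings used for alligator, and gives the Ensembl annotation of GRCm38. For *Anolis* it names the AnoCar2.0 assembly with the Ensembl annotation, while the aligner and the settings of counting are not described in its text. The counts are whole numbers with a different total in each library, and no normalization was applied to them by the authors. The mouse table holds 48526 genes, the alligator table 23323 and the *Anolis* table 21913, of which 29765, 22557 and 19033 have at least 1 count. The 5 summary lines that HTSeq adds (no feature, ambiguous, low quality, not aligned, aligned to several places) were left out of library sizes and tests. They hold 29.7% to 32.9% of a mouse library and 38.2% to 47.5% of an *Anolis* library, and the alligator table has none. The columns were assigned to libraries by the names that the titles and descriptions of the samples share with the headers.

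Counts on genes per library have a median of 32303926 in mouse, 23046438 in alligator and 18547538 in *Anolis*. The lowest total, 2709519, is that of replicate 2 of alligator D1 at stage 18. The chi-square of the counts of 2 replicates of a digit, per degree of freedom, where counting noise alone gives 1, was 5.36 to 48.9 in mouse, 3.79 to 45.5 in alligator and 19.9 to 138 in *Anolis*, so the spread between replicates exceeds the counting noise and limits the precision.

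Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Genes were filtered with filterByExpr, libraries scaled with TMM, and adjacent digits compared with the quasi-likelihood test (glmQLFit and glmQLFTest), 2-sided, with Benjamini-Hochberg adjustment over all genes tested and an FDR threshold of 0.05. All digits of a species entered 1 model, with a term for stage in alligator. In *Anolis* the first principal component (PC1) of the square root of counts scaled to a common library size (CPM), over all genes with a count, was a covariate. The 4 digit coefficients were also tested together, and in alligator the stage by digit interaction. A log2 fold change is the second digit relative to the first. Its standard error is the size of the log2 fold change divided by the square root of the F statistic. The mouse and alligator lists of transcription factors hold 1838 and 1455 genes. The *Anolis* list used here is incomplete. It was used for single *Anolis* genes, for the clustering of transcription factors and for the CDEGs, while transcription factors called in *Anolis* were not counted over it and no overlap with *Anolis* was tested. Orthologs were paired by symbols with 1 identifier in each list. Of the 49 CDEGs, 40 have 1 *Anolis* identifier in it. The share of unchanged genes by Storey's method was computed at lambda 0.5 and is not given, since it exceeded 100% in some comparisons.

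Clustering by digit was measured as the mean Pearson correlation of square-root CPM within digits minus that between digits, with an exact one-sided permutation test over all partitions into groups of the same sizes. The paper used TPM, but transcript lengths were at hand for part of the alligator genes only. Average-linkage clusters were drawn from 1000 bootstrap samples of the genes, with each alligator stage centred on its mean. Fold changes of mouse and alligator orthologs were compared by Pearson correlation against draws of genes matched on mean expression. Dispersion was estimated per gene by edgeR with digit as the term. Adjacent digits were also fitted with each choice of 2 of the 3 replicates, so that no pair was selected from the data. Other splits of the libraries were fitted in the same way, all 10 for 3 against 3 libraries and 100 drawn ones elsewhere. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for clustering, tables and figures.

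The tests were tested on simulated data with genes drawn independently, 200 of the better expressed ones being changed by a log2 fold change of 1.00. They called 149 of these genes in mouse, 192 in alligator and 51 in *Anolis*, beside 8, 10 and 4 unchanged genes, and 0 genes between D4 and D5, where none had been changed. The clustering test passed 0.05 in 20 of 20 simulated sets with a difference between digits and in 0 of 20 without. The correlation of fold changes was 0.616 where they were simulated as shared and -0.0314 where they were not.

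The genes named in the text are those that the paper names for these limbs in its Results, those listed in Fig. 3 or Fig. 5b where a passage is about that figure, and the 2 transcription factors with the largest absolute log2 fold change past the threshold for a comparison of mouse or alligator. A gene that this rule selects is not reported here. An *Anolis* gene is named only where Supplementary Data 1 gives 1 identifier for its symbol. *Zfp503* and *Cntfr*, and *Tbx5* between D2 and D3, fall outside that rule and were named after their values were seen. Mouse positions are those of the GRCm38 annotation and were not used in a test, except for the chromosomes of the genes in 1 test of the closing section.

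The alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, RLE size factors, no filter, at least 10 counts in every sample, the 2 digits compared alone, the replicate number as a block, Storey's q-value, no PC1 covariate, each alligator stage alone, and each library of the digits compared left out in turn. For clustering they were log2(CPM + 1), Spearman correlation, scaling within the list, no centring and PC1 regressed out, and for the fold change correlation an FDR threshold of 0.01, Spearman correlation and each alligator stage alone. For the dispersion they were the filters, the common dispersion and PC1 in the model. Lists of marker genes of red blood cells, muscle, epidermis, cartilage, tendon, endothelium, macrophages and Schwann cells, written from general knowledge, were used in 1 test of the closing section.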

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

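The tests of the alligator library of low depth and both tests of the Y-linked counts were chosen only after the result was seen.

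In alligator, 318 of 17065 genes have a stage by digit interaction past the FDR threshold of 0.05 (edgeR's quasi-likelihood F test), so that differences between digits may not be the same at stages 18 and 19.5 for these genes. When the stage labels were shuffled among the libraries of each digit, 6 of 100 splits, the real one included, gave as many genes, and the highest other counts were 1686 and 1394. Such a shuffle can turn the difference between stages, found for 6110 genes, into an interaction where it keeps the labels of some digits and reverses those of others, so it cannot tell whether the number is due to chance. One library of stage 18 D1 has far fewer counts than the others, and without it 345 genes have an interaction, which argues against this library as the cause. The number is 196 without replicate 3 of D1 at stage 18, 403 without replicate 2 of D3 at stage 19.5, 864 with the likelihood ratio test and 728 with DESeq2. Stage 18 D3 has 2 libraries, and the pools of a stage come from a single nest. A difference between nests, days of collection or library batches would coincide with stage, so it cannot be separated from development between the stages. Both stay open.

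In mouse, 5 of the 15 libraries have far higher counts on Y-linked genes than the others, which the paper does not discuss. These 5 are replicate 2 of D1, replicate 1 of D2, replicate 1 of D3, replicate 2 of D4 and replicate 3 of D5. Each digit has 1 of them. In these, *Ddx3y* and *Eif2s3y* together have at least 489 counts, and *Ddx3y* has 10.2 to 35.6 CPM. In the other 10 libraries the highest count of *Ddx3y* and *Eif2s3y* together is 4, which argues against reads of the X-linked homologues being counted on these genes. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* sum to 48.1, 56.3, 95.3, 74.8 and 24.8 CPM in the library concerned of D1 to D5, and to at most 1.59 CPM in the others. *Xist* has 1758 to 3425 CPM in all 15. Placed by chance, 5 libraries among 15 would fall on 1 library of each digit in 8.09% of the placements. The pools of every digit were drawn from the embryos of the same litter, which such placements ignore. The share therefore cannot tell whether the even placement is due to chance. A candidate explanation is the sex of the embryos in a pool, which the labels do not give and which was not tested for this pattern. Reads from another library could not be excluded either, since no test of it was made.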

How the results depend on the processing

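Except for the 3 settings given last, the alternatives were set before the data were examined. Over the 70 summary results, 480 values under alternatives other than leaving out a library comprised 331 with the same direction and side of the threshold, 43 weaker, 64 stronger, 37 moved and 5 reversed, and of the 753 values with 1 library left out 604 were the same, 62 were weaker, 8 were stronger and 79 moved. A count was taken as the same within 1.5 times its main value. Some smaller changes of percentages and mean dispersions were labelled moved. An example is 17.7% of p under 0.05, from 18.7%, for alligator D4 and D5 with at least 10 counts in every sample. Of the 531 values of 57 named genes under those alternatives, 497 kept direction and side of the threshold, 21 were weaker, 7 were stronger and 6 were reversed, and of the 466 with 1 library left out 417 kept them, 42 were weaker and 7 were reversed. RLE size factors and Storey's q-value moved no result over its threshold or past 1.5 times. Of the named genes, 7 were weaker with only the 2 digits compared, 6 with stage 18 alone, 5 with stage 19.5 alone, 2 with the replicate block and 1 without PC1, while 2 were stronger with the likelihood ratio test, 2 with DESeq2 and 1 without a filter. For the changes below the cause was not tested, unless the construction of the setting is given as the cause. Depth limits the genes near 0 counts, such as *Pax9* with 0 to 4 counts per *Anolis* library in D1, which was not tested.

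With the likelihood ratio test of edgeR in place of its quasi-likelihood test, mouse genes became 23 (from 9) for D2 and D3, 38 (from 5) for D3 and D4 and 702 (from 416) for D4 and D5. Alligator genes became 142 (from 66) for D2 and D3 and 864 (from 318) for interaction. *Anolis* genes became 39 (from 7) for D1 and D2, 10 (from 1) for D2 and D3, 30 (from 5) for D4 and D5 and 287 (from 42) for all digits. Mouse transcription factors became 8 (from 3) for D2 and D3, 11 (from 3) for D3 and D4 and 70 (from 43) for D4 and D5. Alligator transcription factors became 11 (from 7) for D2 and D3. Shared transcription factors of mouse and alligator became 2 (from 1) for D2 and D3 and 4 (from 2) for D3 and D4. CDEGs called in *Anolis* were 17 (from 7). The likelihood ratio test takes each gene's dispersion as known, and every number given here rose.

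With DESeq2, mouse genes became 24 (from 9) for D2 and D3, 81 (from 5) for D3 and D4, 822 (from 416) for D4 and D5 and 3186 (from 2006) for all digits. Alligator genes became 108 (from 66) for D2 and D3 and 728 (from 318) for interaction. *Anolis* genes became 39 (from 7) for D1 and D2, 9 (from 1) for D2 and D3, 36 (from 5) for D4 and D5 and 270 (from 42) for all digits. Mouse transcription factors became 7 (from 3) for D2 and D3, 15 (from 3) for D3 and D4, 88 (from 43) for D4 and D5 and 379 (from 237) for all digits. Transcription factors shared by mouse and alligator became 2 (from 1) for D2 and D3 and 4 (from 2) for D3 and D4. CDEGs called in *Anolis* were 16 (from 7).

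Without the filter on low counts, mouse genes became 85 (from 9) for D2 and D3, 217 (from 5) for D3 and D4, 1061 (from 416) for D4 and D5 and 3463 (from 2006) for all digits. *Anolis* genes became 14 (from 7) for D1 and D2 and 9 (from 5) for D4 and D5. Mouse transcription factors became 22 (from 3) for D2 and D3, 38 (from 3) for D3 and D4, 115 (from 43) for D4 and D5 and 395 (from 237) for all digits. Shared transcription factors of mouse and alligator became 3 (from 1) for D2 and D3, 5 (from 2) for D3 and D4 and 30 (from 16) for D4 and D5. The percentages of p under 0.05 in mouse became 13.1 (from 18.3) for D1 and D2 and 10.9 (from 14.3) for D4 and D5. The percentages of p under 0.05 in alligator became 11.7 (from 13.7) for D1 and D2 and 15.5 (from 18.7) for D4 and D5. Mean dispersions became 0.445 (from 0.191) for *Anolis*, 0.0369 (from 0.0214) for alligator stage 18, 0.0290 (from 0.0141) for alligator stage 19.5 and 0.687 (from 0.0678) for mouse.

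With only genes of at least 10 counts in every sample, alligator genes became 37 (from 66) for D2 and D3. *Anolis* genes became 0 (from 1, with 583 at an unadjusted p under 0.05) for D2 and D3. Transcription factors shared by mouse and alligator became 9 (from 14) for D1 and D2. Percentages of p under 0.05 in alligator became 17.7 (from 18.7) for D4 and D5. Mean dispersions became 0.0776 (from 0.191) for *Anolis*, 0.0122 (from 0.0214) for alligator stage 18, 0.0103 (from 0.0141) for alligator stage 19.5 and 0.0206 (from 0.0678) for mouse. This filter leaves fewer genes tested.

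With only the libraries of the 2 digits compared, mouse genes became 42 (from 9) for D2 and D3, 2 (from 5) for D3 and D4 and 57 (from 416) for D4 and D5. Alligator genes became 1076 (from 534) for D1 and D2, 43 (from 66) for D2 and D3 and 399 (from 657) for D3 and D4. *Anolis* genes became 0 (from 7, with 671 at an unadjusted p under 0.05) for D1 and D2, 0 (from 1, with 331 at an unadjusted p under 0.05) for D2 and D3 and 20 (from 5) for D4 and D5. Mouse transcription factors became 13 (from 3) for D2 and D3, 1 (from 3) for D3 and D4 and 9 (from 43) for D4 and D5. Alligator transcription factors became 89 (from 42) for D1 and D2, 3 (from 7) for D2 and D3 and 30 (from 50) for D3 and D4. Shared transcription factors of mouse and alligator became 22 (from 14) for D1 and D2, 0 (from 2) for D3 and D4 and 5 (from 16) for D4 and D5. Percentages of p under 0.05 in mouse became 6.55 (from 2.70) for D2 and D3 and 10.9 (from 14.3) for D4 and D5. Alligator percentages of p under 0.05 became 21.1 (from 13.7) for D1 and D2, 12.6 (from 16.0) for D3 and D4 and 20.5 (from 18.7) for D4 and D5. The percentages of p under 0.05 in *Anolis* became 9.31 (from 4.79) for D4 and D5. These fits hold fewer samples.

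With the replicate number as a block, alligator genes became 41 (from 66) for D2 and D3. *Anolis* genes became 4 (from 7) for D1 and D2, 0 (from 1, with 677 at an unadjusted p under 0.05) for D2 and D3, 1 (from 5) for D4 and D5 and 26 (from 42) for all digits. Mouse transcription factors became 69 (from 43) for D4 and D5. Transcription factors shared by mouse and alligator became 2 (from 1) for D2 and D3. Mouse percentages of p under 0.05 became 3.20 (from 2.70) for D2 and D3. The replicate numbers were not shown to pair libraries across digits. Libraries with the same number had a mean correlation of their deviations of 0.0228 in mouse, -0.0184 at stage 18, -0.0173 at stage 19.5 and 0.0719 in *Anolis*. In *Anolis* 16 of the 30 pairs with the same number exceeded 0.1, with a range of -0.411 to 0.475. Its pairs with other numbers had a mean of -0.0349 and a range of -0.470 to 0.472. A pairing of some *Anolis* libraries therefore stays open.

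With stage 18 alone, alligator genes became 123 (from 534) for D1 and D2, 17 (from 66) for D2 and D3, 750 (from 1385) for D4 and D5 and 2333 (from 4330) for all digits. Alligator transcription factors became 13 (from 42) for D1 and D2, 3 (from 7) for D2 and D3, 52 (from 119) for D4 and D5 and 170 (from 346) for all digits. Shared transcription factors of mouse and alligator became 5 (from 14) for D1 and D2, 1 (from 2) for D3 and D4 and 65 (from 108) for all digits. The percentages of p under 0.05 in alligator became 9.17 (from 13.7) for D1 and D2, 16.1 (from 9.94) for D2 and D3, 24.1 (from 16.0) for D3 and D4 and 15.7 (from 18.7) for D4 and D5. With stage 19.5 alone, alligator genes became 265 (from 534) for D1 and D2 and 249 (from 657) for D3 and D4. Alligator transcription factors became 24 (from 42) for D1 and D2, 13 (from 7) for D2 and D3 and 25 (from 50) for D3 and D4. Transcription factors shared by mouse and alligator became 8 (from 14) for D1 and D2, 0 (from 1) for D2 and D3 and 1 (from 2) for D3 and D4. Percentages of p under 0.05 in alligator became 10.5 (from 13.7) for D1 and D2, 5.39 (from 9.94) for D2 and D3, 8.00 (from 16.0) for D3 and D4 and 23.0 (from 18.7) for D4 and D5. Fold change correlations became 0.393 (permutation p = 0.0522, in place of -0.113) for the alligator genes of D2 and D3 and 0.0200 (permutation p = 0.689, in place of -0.00346) for the alligator genes of D4 and D5. Each of these fits holds fewer libraries than the 29 of both stages.

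Without PC1 as a covariate, *Anolis* genes became 2 (from 7) for D1 and D2 and 19 (from 42) for all digits. Percentages of p under 0.05 in *Anolis* became 3.51 (from 4.79) for D4 and D5. Log2 fold changes changed sign, to 0.015 (from -0.016) for *Tbx3* in *Anolis* D3 and D4. With PC1 regressed out, differences between the correlations within and between digits became 5.23e-04 (permutation p = 0.308, in place of -0.00249) for *Anolis*, all genes. With digit and PC1 in the dispersion model, mean dispersions became 0.133 (from 0.191) for *Anolis*. With the common dispersion, mean dispersions became 0.127 (from 0.191) for *Anolis*, 0.0126 (from 0.0214) for alligator stage 18, 0.00834 (from 0.0141) for alligator stage 19.5 and 0.0173 (from 0.0678) for mouse. On log2(CPM + 1), differences between the correlations within and between digits became 0.00205 (permutation p = 0.0483, in place of 0.00116) for *Anolis*, transcription factors. With Spearman correlation, fold change correlations became 0.197 (permutation p = 0.0791, in place of 0.390) for the mouse genes of D1 and D2, 0.301 (permutation p = 0.0107, in place of -0.00346) for the alligator genes of D4 and D5 and 0.572 (permutation p = 1.0e-04, in place of 0.0412) for the mouse genes of D4 and D5. Differences between the correlations within and between digits became 0.00237 (permutation p = 0.0335, in place of 0.00116) for *Anolis*, transcription factors. At an FDR of 0.01, fold change correlations became -0.138 (permutation p = 0.602, in place of 0.0412) for the mouse genes of D4 and D5. A permutation p of 1.0e-04 is the smallest that these permutations can give. Scaling the values to the same sum within a list cannot change a Pearson correlation of square roots, and leaving the alligator stages uncentred cannot change a statistic taken within each stage, so neither tests stability.

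In the fits that each left out 1 library, mouse genes ran from 682 (without D2 replicate 2) to 1152 (without D1 replicate 2) for D1 and D2 and 4 (without D2 replicate 3) to 7 (without D3 replicate 1) for D2 and D3. Mouse genes ran from 3 (in 2 fits) to 6 (without D3 replicate 1) for D3 and D4 and 119 (without D4 replicate 3) to 987 (without D4 replicate 1) for D4 and D5. Alligator genes ran from 321 (without stage 19.5 D1 replicate 1) to 575 (without stage 18 D1 replicate 2) for D1 and D2 and 32 (without stage 18 D3 replicate 2) to 149 (without stage 19.5 D3 replicate 2) for D2 and D3. Alligator genes ran from 196 (without stage 18 D1 replicate 3) to 403 (without stage 19.5 D3 replicate 2) for interaction. *Anolis* genes were 4 in all 6 fits for D1 and D2 and 0 (in 5 fits, with 339 to 1225 genes at an unadjusted p under 0.05) to 2 (without D3 replicate 1) for D2 and D3. *Anolis* genes ran from 0 (in 5 fits, with 216 to 961 genes at an unadjusted p under 0.05) to 3 (without D3 replicate 1) for D3 and D4 and 1 (in 4 fits) to 4 (without D4 replicate 1) for D4 and D5. *Anolis* genes ran from 21 (without D4 replicate 3) to 50 (without D2 replicate 2) for all digits. Stage 18 D3 has 2 libraries, so the interaction was not fitted without either of them.

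With 1 library left out, mouse transcription factors ran from 84 (without D2 replicate 2) to 139 (without D1 replicate 2) for D1 and D2 and 1 (in 2 fits) to 3 (without D3 replicate 1) for D2 and D3. Mouse transcription factors ran from 18 (without D4 replicate 3) to 107 (without D4 replicate 1) for D4 and D5. Alligator transcription factors ran from 6 (in 6 fits) to 15 (without stage 19.5 D3 replicate 2) for D2 and D3. Shared transcription factors of mouse and alligator ran from 9 (without alligator stage 18 D1 replicate 1) to 14 (without alligator stage 18 D1 replicate 2) for D1 and D2 and 0 (in 3 fits) to 1 (in 14 fits) for D2 and D3. Shared transcription factors of mouse and alligator ran from 1 (in 5 fits) to 2 (in 12 fits) for D3 and D4 and 10 (in 2 fits) to 18 (without mouse D4 replicate 1) for D4 and D5.

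Among the same fits, the percentages of p under 0.05 in mouse ran from 13.3 (without D2 replicate 2) to 19.7 (without D1 replicate 2) for D1 and D2 and 1.84 (without D3 replicate 2) to 3.04 (without D3 replicate 3) for D2 and D3. The percentages of p under 0.05 in mouse ran from 6.81 (without D3 replicate 1) to 12.7 (without D4 replicate 2) for D3 and D4 and 9.46 (without D4 replicate 3) to 18.0 (without D4 replicate 1) for D4 and D5. Alligator percentages of p under 0.05 ran from 11.6 (without stage 18 D1 replicate 1) to 15.4 (without stage 18 D1 replicate 2) for D1 and D2 and 5.86 (without stage 18 D3 replicate 1) to 13.3 (without stage 19.5 D3 replicate 3) for D2 and D3. Alligator percentages of p under 0.05 ran from 11.3 (without stage 18 D3 replicate 1) to 19.6 (without stage 19.5 D3 replicate 3) for D3 and D4 and 16.8 (without stage 19.5 D5 replicate 2) to 20.1 (without stage 18 D5 replicate 1) for D4 and D5. *Anolis* percentages of p under 0.05 ran from 2.09 (without D1 replicate 1) to 7.85 (without D1 replicate 2) for D1 and D2 and 2.35 (without D3 replicate 3) to 16.9 (without D3 replicate 1) for D2 and D3. *Anolis* percentages of p under 0.05 ran from 1.5 (without D3 replicate 3) to 14.8 (without D3 replicate 1) for D3 and D4 and 3.00 (without D5 replicate 3) to 5.00 (without D5 replicate 2) for D4 and D5.

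Over these fits, differences between the correlations within and between digits ran from 2.80e-04 (without *Anolis* D5 replicate 3) to 0.00318 (without *Anolis* D3 replicate 1) for *Anolis*, transcription factors. Mean dispersions ran from 0.0748 (without mouse D5 replicate 3) to 0.0854 (without mouse D2 replicate 3) for mouse and 0.0171 (without alligator stage 18 D5 replicate 1) to 0.0236 (without alligator stage 18 D2 replicate 1) for alligator stage 18. Mean dispersions ran from 0.0126 (without alligator stage 19.5 D3 replicate 2) to 0.0157 (without alligator stage 19.5 D5 replicate 2) for alligator stage 19.5 and 0.185 (without *Anolis* D1 replicate 1) to 0.218 (without *Anolis* D5 replicate 3) for *Anolis*.

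Leaving out 1 library reversed 4 log2 fold changes of *Anolis*, none of genes called in that comparison. That of *Tfap2b* between D1 and D2 ran from -0.11 (without D2 replicate 3, the reversed value) to 1.07 (without D1 replicate 1), and that of *Hand2* between D3 and D4 from -0.45 (without D4 replicate 3) to 0.099 (without D3 replicate 3, the reversed value). The range of *Tbx3* between D3 and D4 was -0.36 (without D3 replicate 1) to 0.34 (without D3 replicate 2), with reversed values also without D3 replicate 3 (0.30), D4 replicate 1 (0.18) and D4 replicate 3 (0.039). *Tbx2* between D4 and D5 ran from -1.16 (without D5 replicate 1) to 0.092 (without D5 replicate 3, the reversed value).

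The next fits were chosen after seeing the data. With PC1 and PC2 as covariates, *Anolis* genes became 0 (from 1, with 687 at an unadjusted p under 0.05) for D2 and D3. The percentages of p under 0.05 in *Anolis* became 5.88 (from 4.79) for D4 and D5. Log2 fold changes changed sign, to 0.48 (from -0.016) for *Tbx3* in *Anolis* D3 and D4. With PC1 and the share of reads aligned to several places as covariates, *Anolis* genes became 7 (from 1) for D2 and D3 and 1 (from 5) for D4 and D5. Percentages of p under 0.05 in *Anolis* became 6.56 (from 4.79) for D4 and D5. Log2 fold changes changed sign, to 0.015 (from -0.27) for *Hand2* in *Anolis* D3 and D4, 0.019 (from -0.36) for *Tbx2* in *Anolis* D4 and D5 and 0.75 (from -0.016) for *Tbx3* in *Anolis* D3 and D4. Without PC1 and with the likelihood ratio test, *Anolis* genes became 29 (from 7) for D1 and D2, 6 (from 1) for D2 and D3, 13 (from 5) for D4 and D5 and 150 (from 42) for all digits. CDEGs called in *Anolis* were 14 (from 7). *Anolis* percentages of p under 0.05 became 3.82 (from 4.79) for D4 and D5. Log2 fold changes changed sign, to 0.030 (from -0.016) for *Tbx3* in *Anolis* D3 and D4.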

Differences from the paper's values

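The paper's numbers of genes and transcription factors per comparison were read by eye from Fig. 2 and Fig. 5a, and its mean dispersions from Supplementary Fig. 8. The alternatives named were set before the data were examined unless the sentence says otherwise, and those not named for a value left the difference. The likelihood ratio test of edgeR is the test that the paper's methods name.

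In mouse, 9 genes were called between D2 and D3 against the paper's about 25 in Fig. 2, read by eye, and the gap closed with DESeq2 (24) and the likelihood ratio test (23). Between D3 and D4, 5 genes were called against the paper's about 47 in Fig. 2, read by eye, and the gap closed with the likelihood ratio test (38) but not with DESeq2 (81) or without a filter (217). For D4 and D5, 416 genes were called against the paper's about 740 in Fig. 2, read by eye, and it closed with DESeq2 (822), the likelihood ratio test (702), no filter (1061), the replicate block (624) and without D4 replicate 1 (987). In alligator, 66 genes were called between D2 and D3 against the paper's about 150 in Fig. 2, read by eye, and it closed with DESeq2 (108), the likelihood ratio test (142) and without stage 19.5 D3 replicate 2 (149).

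In *Anolis*, 7 genes were called between D1 and D2 against the paper's about 39 in Fig. 2, read by eye, and DESeq2 (39) and the likelihood ratio test (39) closed the gap. The setting without PC1 and with the likelihood ratio test (29), chosen after seeing the values, also came within 1.5 times. For D2 and D3, 1 gene was called against the paper's about 19 in Fig. 2, read by eye, and none of the alternatives closed the gap, the likelihood ratio test (10) and DESeq2 (9) coming nearest. For D4 and D5, 5 genes were called against the paper's about 35 in Fig. 2, read by eye, and DESeq2 (36) and the likelihood ratio test (30) closed the gap. Over all digits, 42 genes were called against the paper's about 310 in Fig. 5a, read by eye, and DESeq2 (270) and the likelihood ratio test (287) closed it.

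Among transcription factors of mouse, 3 were called between D2 and D3 against the paper's about 8 in Fig. 2, read by eye (DESeq2 7 and the likelihood ratio test 8 closed the gap). Between D3 and D4, 3 were called against the paper's about 13 in Fig. 2, read by eye (DESeq2 15 and the likelihood ratio test 11 closed it). For D4 and D5, 43 were called against the paper's about 77 in Fig. 2, read by eye, and DESeq2 (88), the likelihood ratio test (70), no filter (115), the replicate block (69) and leaving out D4 replicate 1 (107) closed it. In alligator, 7 were called between D2 and D3 against the paper's about 11 in Fig. 2, read by eye. That gap closed with Storey's q-value (8), DESeq2 (9), the likelihood ratio test (11), stage 19.5 alone (13), without stage 18 D3 replicate 1 (12) and without stage 19.5 D3 replicate 2 (15).

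Over all digits of mouse, 237 transcription factors were called against the paper's 356. The values came within 1.5 times with Storey's q-value (314), at least 10 counts in every sample (242), DESeq2 (379), the likelihood ratio test (344), no filter (395), the replicate block (298), RLE size factors (238), and without D4 replicate 1 (292) or D5 replicate 3 (255). In *Anolis*, 7 CDEGs were called against the paper's 15, and DESeq2 (16) and the likelihood ratio test (17) closed the gap. The setting without PC1 and with the likelihood ratio test (14), chosen after seeing the values, closed it as well.

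The mean dispersion was 0.0678 in mouse against the paper's about 0.015 in Supplementary Fig. 8, read by eye, and the gap closed with genes of at least 10 counts in every sample (0.0206) and with the common dispersion (0.0173). At alligator stage 18 it was 0.0214 against the paper's about 0.009 in Supplementary Fig. 8, read by eye (0.0122 and 0.0126 with the same alternatives, which closed the gap). At stage 19.5 it was 0.0141 against the paper's about 0.008 in Supplementary Fig. 8, read by eye (0.0103 and 0.00834, which closed it). In *Anolis* it was 0.191 against the paper's about 0.12 in Supplementary Fig. 8, read by eye, and the common dispersion (0.127) and digit with PC1 (0.133) closed the gap, while at least 10 counts in every sample (0.0776) did not. Without a filter the mean was 0.687 in mouse and 0.445 in *Anolis*, so the order of these species that the paper states was not found under that setting.

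The paper counts *Sall1* among the genes that differ between D1 and D2 in *Anolis*. Its adjusted p was 0.265 here, and it passed the threshold with the likelihood ratio test (0.0137) and DESeq2 (0.00725). It also passed without PC1 and with the likelihood ratio test, and with PC1 and the share of reads aligned to several places as covariates, settings chosen after seeing the values. The paper has *Tbx3* differing between D3 and D4 of mouse. Its adjusted p was 0.196 here, and it passed with the likelihood ratio test (0.00632), DESeq2 (0.00549) and no filter. The paper describes *Hand2* and *Tfap2b* as higher, and *Alx1* and *Pax9* as lower, in D2 than in D1 of all limbs sampled. That statement is on direction and names no threshold in *Anolis*. There the log2 fold changes of *Hand2* (0.66), *Tfap2b* (0.40) and *Alx1* (-0.64) have the paper's direction. Each has an adjusted p of 0.999 (0.890 to 1.00 with the likelihood ratio test and DESeq2). *Tfap2b* is -0.11 without D2 replicate 3, and *Pax9* had too few counts in *Anolis* to be tested. For the best-correlated replicates the main text of the paper gives correlations above 0.99 in all species, while the legend of Supplementary Fig. 7 leaves out D3 for *Anolis*, and 4 of 5 digits of *Anolis* exceeded it here. At alligator stage 18, for which the paper makes no exception, the best pair exceeded it in 4 of 5 digits (0.982 to 0.999) on the square root scale. On log2(CPM + 1) the lowest of all 13 pairs is 0.991, which closed that gap.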

Other observations

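The tests of the share of reads aligned to several places, of library size, of exchanged labels, of sex, of muscle and other tissue, and of spread and counts together were chosen only after the result was seen.

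The libraries of each comparison were also split otherwise, the real split included in each count. For 3 libraries against 3 there are 10 splits, so the share can never be under 0.1. In mouse, 1 of the 10 splits gave as many genes as the digits for D1 and D2, 1 of the 10 for D2 and D3, 1 of the 10 for D3 and D4 (the highest other count being 1) and 2 of the 10 for D4 and D5. In *Anolis* the numbers are 1 of the 10 splits for D1 and D2 (highest other count 1), 2 of the 10 for D2 and D3, 10 of the 10 for D3 and D4, where the digits give 0 genes with 428 at an unadjusted p under 0.05, and 1 of the 10 for D4 and D5 (highest other count 2). With the digit labels permuted over all digits, 1 of the 100 splits gave as many genes in mouse (highest other count 610) and 2 of the 100 in *Anolis* (highest other count 119). In alligator, with splits drawn within stages, it was 1 of the 100 for D1 and D2, 1 of the 100 for D2 and D3, 1 of the 100 for D3 and D4, 1 of the 100 for D4 and D5 and 1 of the 100 over all digits. The highest other counts there were 71, 20, 118, 236 and 173.

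Fewer genes were called between adjacent digits in *Anolis* than in mouse, 7 against 1141 for D1 and D2 and 5 against 416 for D4 and D5. Mouse counts were drawn again with the fold changes of mouse and the dispersions of *Anolis*. The median number of genes called in 20 draws was 342.5 for D1 and D2 (308 to 369) and 65.5 for D4 and D5 (56 to 84), against 1099 and 493 with the dispersions of mouse. Mouse counts thinned to the *Anolis* totals gave a median of 1099 and 348 genes, and thinned to the *Anolis* totals outside the 100 most abundant genes 1023 and 282. With the larger spread and the fewer counts together the medians were 289 (249 to 328) and 48.5 (22 to 62). Over all digits together, the draws with *Anolis* dispersions gave a median of 590 genes, and 505.5 with the fewer counts as well, against 42 observed in *Anolis*. Each of these stays above the *Anolis* number, which argues against larger spread, lower depth and a few abundant genes, alone or together, as the whole cause. The spread alone may account for part of it, since it lowered the numbers by more than 3 times. The draws treat genes as independent, whereas PC1 and PC2 carry 40.8% and 27.7% of the variance between *Anolis* libraries, so variation that many genes share stays open. A smaller difference between *Anolis* digits stays open as well, as do differences in stage, in siblings and in library preparation, which coincide with species.

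One of the other splits of *Anolis* D2 and D3 gave 1240 genes, against 1 gene for the digits. It sets D2 replicate 1 and D3 replicates 2 and 3 against D2 replicates 2 and 3 and D3 replicate 1. Without the 100 most abundant genes this split still gave 788 genes and the digits 1, which argues against a few genes taking most of the counts. Over the 15 libraries, the correlation of PC2 with library size was moderate and not significant (Pearson r = -0.371, 2-sided permutation p = 0.174, Spearman rho = -0.443, p = 0.102). The totals are 16137636 to 19314904 counts on one side of the split and 18064366 to 24963150 on the other, so library size stays open. PC2 followed the share of reads aligned to several places (r = 0.865, permutation p = 2.0e-04, 3.0e-04 adjusted over the 3 measures tried, rho = 0.757, p = 0.00177, and r = 0.766 without the 2 libraries farthest from the mean). That share is 21.1% to 23.9% on one side of the split and 14.9% to 15.7% on the other, so a technical difference between libraries is a candidate explanation. The share of counts on the 100 most abundant genes followed PC2 more closely (r = 0.984), but those genes also weigh most in PC2. With PC1 and the share of reads aligned to several places as covariates, chosen after seeing the data, 7 genes were called between D2 and D3. Another split, of D3 and D4, gave 834 genes, and the share is 15.7% to 17.7% on one side of it and 18.1% to 23.9% on the other. No biological explanation was tested.

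One of the other splits of mouse D4 and D5 gave 1545 genes, against 416 for the digits. It sets D4 replicate 1 and D5 replicates 1 and 2 against D4 replicates 2 and 3 and D5 replicate 3. *Tbx15* has 123.7 CPM in D4 replicate 1, beside 130 and 144 CPM in the other replicates of D4 and 14.1 to 19.6 CPM in D5, which argues against labels of 2 libraries exchanged. Of 1544 genes called in the split that have a position, 3.37% lie on X or Y, against 3.43% of the genes tested, which argues against the sex of the embryos in a pool as the whole cause. The libraries with high counts on Y-linked genes, D4 replicate 2 and D5 replicate 3, do lie on the same side, which goes with sex. However, D4 replicate 3 on that side has 0 counts on *Ddx3y* and *Eif2s3y*. Sex may therefore account for part. Of the 58 transcription factors called both in the split and between the alligator stages, 35 (60.3%) change in the same direction. The stages are those of another species and no share expected without a difference in age was computed, so pools differing in developmental age stay open. The muscle list has a median log2 difference of -1.49 between the sides with 2 of its 15 genes called, at a median level of 2.47 log2 CPM. The medians of the other lists are -0.66 for red blood cells (1 of 10 genes called), -0.33 for epidermis (3 of 12), -0.45 for cartilage (4 of 12), -0.59 for tendon (1 of 6), -0.32 for endothelium (4 of 9), -0.51 for macrophages (1 of 10) and -0.24 for Schwann cells (0 of 6). All genes of these lists passed the filter on low counts, so the tissue or what was dissected with it expresses each of them. All 8 medians have the same sign, which goes with muscle and other tissue dissected along, but the medians range from -0.24 to -1.49, and without an expected size this stays open. A difference in library preparation or in RNA quality stays open. No biological explanation other than sex, age and the tissue dissected along was tested.

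In alligator the genes called between digits were compared with the 6110 genes that differ between stages. Of the 363 genes called between D1 and D2 and between stages, 13.499% change from D1 to D2 in the direction of stage 18 to 19.5, against 36.9% to 47.1% in 95% of the draws of genes matched on expression. A difference in developmental timing, with D2 behind D1, may therefore account for part of that comparison. For D2 and D3 the share is 25.6% of 43 genes (draws 27.9% to 55.8%), for D3 and D4 40.4% of 356 (41.6% to 51.7%) and for D4 and D5 39.8% of 752 (41.4% to 48.3%). Each of these shares also lies just below 95% of its draws, on the same side as for D1 and D2, so timing may account for part there too. Many of these genes change with the direction of the stages and many against it, which argues against timing as the whole cause there. A difference in the mix of tissues that also changes between the stages stays open for all 4 comparisons. A difference between nests, days of collection or library batches would coincide with stage, so the direction of the stages may not be that of development alone. The draws treat genes as independent, which genes that change together are not.

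The transcription factors called in both mouse and alligator exceed chance between D1 and D2 (14 genes, one-sided hypergeometric p = 3.31e-06, exact) and between D4 and D5 (16 genes, p = 2.06e-08), which argues against a chance overlap. Genes that vary more in any comparison, or are better measured, would also be called together more often, and this was not tested.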
